# Fatty acid synthase as a new therapeutic target for HER2-positive gastric cancer

**DOI:** 10.1007/s13402-023-00769-x

**Published:** 2023-02-08

**Authors:** Lorenzo Castagnoli, Simona Corso, Alma Franceschini, Alessandra Raimondi, Sara Erika Bellomo, Matteo Dugo, Federica Morano, Michele Prisciandaro, Silvia Brich, Antonino Belfiore, Andrea Vingiani, Maria Di Bartolomeo, Giancarlo Pruneri, Elda Tagliabue, Silvia Giordano, Filippo Pietrantonio, Serenella M. Pupa

**Keywords:** Gastric cancer, HER2, Gastrospheres, FASN, Therapy resistance

## Abstract

**Purpose:**

Trastuzumab is an HER2-specific agent approved as the gold-standard therapy for advanced HER2-positive (HER2+) gastric cancer (GC), but the high rate and rapid appearance of resistance limit its clinical efficacy, resulting in the need to identify new vulnerabilities. Defining the drivers influencing HER2+ cancer stem cell (CSC) maintenance/survival could represent a clinically useful strategy to counteract tumor growth and therapy resistance. Accumulating evidence show that targeting crucial metabolic hubs, as the fatty acid synthase (FASN), may be clinically relevant.

**Methods:**

FASN protein and transcript expression were examined by WB and FACS and by qRT-PCR and GEP analyses, respectively, in trastuzumab-sensitive and trastuzumab-resistant HER2+ GC cell lines cultured in adherent (2D) or gastrosphere promoting (3D) conditions. Molecular data were analyzed in silico in public HER2+ GC datasets. The effectiveness of the FASN inhibitor TVB3166 to overcome anti-HER2 therapy resistance was tested in vitro in gastrospheres forming efficiency bioassays and in vivo in mice bearing trastuzumab-resistant GC cells.

**Results:**

We compared the transcriptome profiles of HER2+ GC cells cultured in 2D versus 3D conditions finding a significant enrichment of FASN in 3D cultures. FASN upregulation significantly correlated with high stemness score and poor prognosis in HER2+ GC cases. TVB3166 treatment significantly decreased GCSCs in all cell targets. HER2 and FASN cotargeting significantly decreased the capability to form gastrospheres versus monotherapy and reduced the in vivo growth of trastuzumab-resistant GC cells.

**Conclusion:**

Our findings indicate that cotargeting HER2 and FASN increase the benefit of anti-HER2 therapy representing a new opportunity for metabolically combating trastuzumab-resistant HER2+ GC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13402-023-00769-x.

## Introduction

Gastric cancer (GC) is the third leading cause of cancer-related deaths worldwide, with unsatisfactory long-term survival following standard treatments [1]. HER2 positivity, *i.e*., HER2 immunohistochemistry (IHC) 3 + or 2 + with ISH amplification, is found in less than 20% of gastric and gastroesophageal junction cancers. HER2 testing is currently recommended by all major guidelines to select patients with metastatic GC (mGC) for first-line trastuzumab (T) treatment based on the positive results of the phase III ToGA trial [2]. However, the relatively unsatisfactory median progression-free survival (mPFS) of 6.7 months after T plus chemotherapy clearly highlights the clinical relevance of primary and acquired resistance, with a lack of long-term benefit from this targeted strategy in most mGC patients. The biological foundations of resistance to HER2 inhibition in GC rely on the high heterogeneity of HER2 expression and its complex derived proteome [3] and on the frequent coexistence of other genetic/molecular alterations [4, 5]. Therefore, the identification of new vulnerabilities to improve T efficacy is crucial to move forward from the current standard targeted treatment.

Cancer stem cells (CSCs) share several properties with normal stem cells in various oncotypes, including GC [6]. Specifically, CSCs are able to continuously self-renew and differentiate into distinct lineages, being deeply implicated in tumor initiation, invasiveness, metastases, treatment resistance and in immune escape [7, 8]. Thus, targeting molecular drivers involved in the CSC program, including the dysregulated expression/activation of HER2 and its splice variant d16HER2 in HER2+ breast [9–12] and gastric [13–15] cancers, may improve cancer patient outcomes, yielding long-lasting responses [16].

Metabolic reprogramming is a well-established hallmark of cancer [17]; in particular, lipid accumulation has been observed in many types of cancers. Increasing evidence has revealed that the rewiring of lipid metabolism plays a key role in cancer development, metastases, therapy resistance, and stemness in most malignancies [18, 19]. In this scenario, the overexpression/activity of the key anabolic multienzyme fatty acid synthase (FASN), which catalyzes the last step in the de novo biosynthesis of fatty acids (FAs), represents one of the most frequent alterations that provide cancer cells with fuel to sustain the exacerbated energetic and biosynthetic demands and signaling that are essential for their proliferation, survival and invasion [20]. In this context, several studies conducted in HER2+ breast cancer (BC) revealed the existence of a reciprocal positive feedback loop between HER2 and the lipogenic enzyme FASN [20], whose upregulation can represent an important mechanism of resistance to anti-HER2 agents [19]. In particular, the simultaneous blockade of FASN and HER2 showed marked antitumor activity in HER2+ BC models that are resistant to anti-HER2 agents [21, 22]. In contrast, the functional link between FASN and HER2 in HER2+ GC remains to be elucidated, even though it was reported that GC patients with concordant expression of FASN and HER2 are more likely to suffer a poor prognosis than patients with non concordant expression [23]. Here, we examined the expression of FASN and the functional involvement of FASN upregulation in HER2+ GC preclinical models and patients and sought to determine whether FASN inhibition is capable of overcoming anti-HER2 treatment resistance in HER2 + GC, mainly by targeting its CSCs.

## Materials and methods

### Tumor cell lines

The human HER2+ GC cell lines OE19, N87, OE33 and the human HER2-negative GC cell line MKN45 were obtained from ATCC (Rockville, MD, USA) and grown as monolayer cultures in RPMI 1640 (EuroClone, Pero, MI, Italy) with 10% FBS. GC primary cells GTR0455 were derived from PDX as described in [24] and grown as a monolayer culture in IMDM (EuroClone) with 10% FBS. All tumor cell lines were cultured at 37 °C in a humidified 5% CO_2_ atmosphere and routinely tested for mycoplasma contamination.

### Gastrosphere cultures and treatments

For sphere cultures, single dissociated OE19, N87, OE33 and GTR0455 cells were plated at a concentration of 10.000 cells/ml onto low-attachment dishes (6 wells) with an ultralow attachment surface (Corning, Corning, NY, USA). Cells were cultured in epithelial basal medium supplemented as described in [13], treated on Day 0 with trastuzumab (T) (20 μg/ml; F. Hoffmann-La Roche AG, Basel, Switzerland), pertuzumab (P) (10 μg/ml; F. Hoffmann-La Roche AG) and lapatinib (L) (10 nM; Selleck Chemical, Houston, TX, USA), and TVB3166 at appropriate dilution (Merck Life Science, Darmstadt, Germany), in monotherapy or combination, with NaCl 0.9% or DMSO as distinct diluents, and collected after 7 days. The spheres were counted microscopically on day 7, and representative images were acquired using an EVOS XL Core Cell Imaging System (Thermo Fisher Scientific, Waltham, MA, USA). The gastrosphere forming efficiency (GFE) was calculated as the ratio of the number of gastrospheres to the number of single cells that were initially seeded.

### Quantitative real-time PCR (qRT‒PCR)

Total RNA was extracted from HER2+ GC cell lines using Qiazol (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. cDNA was reverse-transcribed from 1 µg of total RNA in a 20-µl volume using the High-Capacity RNA-to-cDNA Kit (Thermo Fisher Scientific) and subjected to qRT‒PCR using the Applied Biosystems *SYBR Green* dye-based PCR assay on the ABI Prism 7900HT sequence detection system (Applied Biosystems, Foster City, CA, USA). HER2 and FASN mRNA transcripts were amplified using 200 nM primers (HER2 Fw: GTGTGGACCTGGATGACAAGGG Rev: GCTCCACCAGCTCCGTTTCCTG; FASN; Fw: AACTCCAAGGACACAGTCACCAT Rev; CAGCTGCTCCACGAACTCAA). Data were normalized to GAPDH (GAPDH Fw: GCTCACTGGCATGGCCTTC Rev: CCTTCTTGATGTCATCATATTTGGC) using the comparative 2^−ΔCt^ method.

### Aldehyde-dehydrogenase (ALDH) activity assay and flow cytometry

ALDH activity was measured using an ALDEFLUOR assay kit (StemCell Technologies, Vancouver, Canada) in OE19, N87, OE33, and GTR0455 cells according to the manufacturer’s instructions. Briefly, 7.5 × 10^5^ cells were suspended in ALDEFLUOR assay buffer containing the ALDH substrate BODIPY-aminoacetaldehyde (BAAA) and incubated for 1 h at 37 °C. A specific inhibitor of ALDH, diethylaminobenzaldehyde (DEAB), was used to distinguish between ALDH-positive (ALDH +) and ALDH-negative (ALDH-) cell subsets. For double-marker immunofluorescence staining, cells were incubated for 1 h at 37 °C both with an ALDEFLUOR assay Kit (StemCell Technologies) and with PE-anti-human CD340 (erbB2/HER-2) antibody (1:100) (BioLegend, San Diego, CA, USA) to analyze HER2 expression. The cells were analyzed using a BD LSR II FACScanto cytometer (BD Biosciences, Franklin Lakes, NJ, USA). In all experiments, the data were processed using the FlowJo software package.

### Western blot analysis

Protein extracts from OE19, N87, OE33, and GTR0455 tumor cells were solubilized for 40 min at 0 °C with RIPA Lysis and Extraction Buffer (Thermo Fisher Scientific) in the presence of Halt™ Protease Inhibitor Cocktail (Thermo Fisher Scientific), mixed with gel sample buffer under reducing conditions, heated for 5 min at 95 °C, and resolved by electrophoresis on precast 4–12% bis–tris gels (Invitrogen, Thermo Fisher Scientific). Separated proteins were electrophoretically transferred onto nitrocellulose filters, stained with Red Ponceau to check protein loading, washed extensively with TBS + 0.5% Tween-20, and saturated for 1 h at room temperature in blocking solution (5% low-fat milk in TBS + 0.1% Tween-20) before the addition of primary antibodies in 3% low-fat milk in TBS + 0.1% Tween-20 for 1 h at room temperature or overnight at 4 °C with gentle shaking. The following primary mouse monoclonal antibodies were used: Ab3 c-erbB-2/HER2/neu (1:100; Calbiochem, Darmstadt, Germany); anti-HER1 (sc-03 clone) (1:1.000; Santa Cruz Biotechnology, Dallas, TX, USA); and anti-β-actin-peroxidase (AC-15 clone) (1:50.000; Sigma‒Aldrich, St. Louis, MO, USA). The following primary rabbit antibodies were used: polyclonal anti-phospho-HER2 p-*Neu* (Tyr 1248) (1:1.000; Cell Signaling Technology, Danvers, MA, USA); polyclonal anti-HER3 (sc-285 clone) (Santa Cruz Biotechnology); polyclonal anti-phospho-HER1 (Tyr 1068) (1:1.000; Cell Signaling Technologies); monoclonal anti-phospho-HER3 (Tyr 1289) (1:1.000; Cell Signaling Technologies), and monoclonal anti-FASN (1:1.000; Cell Signaling, USA). Filters were then washed extensively with TBS + 0.5% Tween-20 and incubated with HRP-conjugated goat anti-mouse Ig (1:5.000) or donkey anti-rabbit Ig (1:10.000) (Amersham GE Healthcare, Little Chalfont, UK) for 1 h at room temperature. Signals were detected using enhanced chemiluminescence (ECL, Amersham GE Healthcare). Phosphorylated and basal protein expression levels were assessed relative to those of housekeeping proteins in the same sample. Levels of phosphorylated and basal protein expression were assessed relative to those of housekeeping genes in the same sample; phosphorylated protein expression was further normalized relative to basal protein expression by Quantity One 4.6.6 (Bio-Rad, Hercules, CA).

### Patients and immunohistochemistry (IHC) staining and FASN score

Using a prospective dataset established at Fondazione IRCCS Istituto Nazionale dei Tumori (AMNESIA study, approved by IRB, INT 205/17), we retrieved patients with acquired resistance to trastuzumab and available pre- and post-treatment tissue samples. HER2 positivity was confirmed in all post-progression samples.

Tumor samples were collected at the Department of Pathology at Fondazione IRCCS Istituto Nazionale dei Tumori, Milan. Neoplastic samples were reviewed by an expert pathologist and classified according to the histopathological criteria of the World Health Organization. The immunohistochemical analysis was performed on formalin-fixed paraffin-embedded (FFPE) 2 μm tumor sections, subjected to antigen retrieval using EDTA buffer (pH 8) and then immunostained with a primary monoclonal antibody anti-human FASN (1:50; clone C20G5, #3180S, Cell Signaling Technology). Immunostaining was performed using a standard immunoperoxidase protocol followed by an anti-rabbit secondary antibody and diaminobenzidine chromogen reaction (Dako, Agilent Technologies, Santa Clara, CA, USA). FASN immunoreactivity in cancer cells was quantitatively and qualitatively evaluated on full face sections using the H-score, taking into account both the prevalence of positive cells and the staining intensity, defined as negative (0), weak (1^+^), moderate (2^+^), or intense (3^+^), using the following formula: H-score = (% of 1^+^ cells) + (% of 2^+^ cells × 2) + (% of 3^+^ cells × 3), with scores potentially ranging from 0 to 300. Images at 40X magnification were acquired with an Aperio ScanScope® XT (Leica Biosystems, Nussloch, Germany).

### FASN silencing

To knock down FASN, cells were transfected with 100 nM specific silencer siRNA (Thermo Fisher Scientific—107,315) or with *Silencer*™ Negative Control No. 1 siRNA (Thermo Fisher Scientific) using Lipofectamine 3000 (Thermo Fisher Scientific), harvested 48 h post-transfection, and examined for FASN expression at both the mRNA and protein levels.

### Cell Viability Assay (WST)

To perform the cell viability assay, OE19, N87, OE33 and GTR0455 cells were seeded in 96-well plates, cultured for 72 h and treated with various concentrations of L or TVB3166 for 24 h, 48 h, and 72 h. Cell viability was assessed by a water-soluble tetrazolium (WST) colorimetric assay (BioVision, Milpitas, CA, USA). Absorbance was measured at 450 nm using a microplate reader (iMARK™, Bio-Rad, Hercules, CA, USA). The values were normalized to the growth of the cells in the presence of the diluent DMSO. Cell proliferation inhibition (%) was calculated as [(untreated—treated)/(untreated)]X100 and plotted using GraphPad Prism 5.02.

### Gene expression profiling

Total RNA was extracted from HER2+ GC OE19 and N87 cells using Qiazol (Qiagen). After sample cleanup using the RNAeasy Kit (Qiagen) according to the manufacturer’s recommendations and using RNase-free DNase to remove contaminating genomic DNA, RNA quality and quantity were assessed using the 2200TapeStation system (Agilent) and Qubit 2.0 Fluorimetric Assay (Thermo Fisher Scientific), respectively. Gene expression experiments were performed according to the GeneChip WT Pico standard protocols (Affymetrix, Thermo Fisher Scientific). After reverse transcription, cDNA synthesis, amplification, and labeling, probes were hybridized on human ClariomD arrays for 16 h at 45 °C. After washing and staining using the GeneChip Fluidics Station, arrays were scanned using Affymetrix Gene Chip Scanner 3000 7G. Primary data were acquired using the Affymetrix GeneChip Command Scan Control version 4.0 (developed by Thermo Fisher Scientific).

### Bioinformatic analyses

Raw CEL files were preprocessed at the gene level using the robust multiarray average method [25] implemented in the oligo package [26] from Bioconductor. Probe sets were annotated using the clariomdhumantranscriptcluster.db package. Probe sets with no associated HUGO gene symbol were discarded. Multiple probe sets for the same gene were collapsed using the collapseRows function of the WGCNA package [27] according to the highest variance across samples. Differential expression analysis was carried out using limma [28]. P values were corrected for multiple testing according to the Benjamini‒Hochberg false discovery rate (FDR) method. Gene set enrichment analysis [29] was carried out in preranked mode using the fgsea package [30]. Hallmark gene sets from MSigDB [31], metabolic gene signatures from Peng et al. [32], and the consensus stemness ranking (CSR) signature from Shats et al. [33] were tested**.** Normalized gene expression data of GC patients from the GSE62254 dataset were retrieved from NCBI GEO. FPKM RNA-Seq data of stomach adenocarcinoma (STAD) patients were obtained from The Cancer Genome Atlas (TCGA) using the TCGABiolinks package [34]. Patients were stratified as HER2+ or HER2-negative (HER2-) according to the bimodal distribution of ERBB2 gene expression values (Fig. S2).

### PDX generation and xenotrials

Gastric PDX generation was performed as described [35]. All animal procedures adhered to the ‘Animal Research: Reporting of In Vivo Experiments’ (ARRIVE) standards and were approved by the Ethical Committee of the Candiolo Cancer Institute and by the Italian Ministry of Health. For xenograft experiments**,** PDXs were passaged and expanded for > 5 generations until a cohort of mice was produced. Five-week-old female nonobese diabetic (NOD)/severe combined immunodeficient (SCID) mice were used. Established and randomized tumors (average Volume 200 mm^3^) were treated for the indicated days with the following regimens (either single agent or combination): vehicle (saline) per os; trastuzumab 30 mg/kg, weekly, intraperitoneal; and TVB-3166 60 mg/kg, daily, per os. Tumor size was evaluated once weekly by caliper measurements, and the approximate volume of the mass was calculated using the formula 4/3π(D/2)(d/2)2, where D is the major tumor axis and d is the minor tumor axis. Statistical testing for pharmacological experiments was performed with GraphPad Prism Software 8.0 using two-way ANOVA followed by Bonferroni multiple comparisons correction. Statistical significance: ns = not significant; *p < 0,05; **p < 0,01; ***p < 0,001; ****p < 0,0001.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 5.02. Statistical significance was determined by two-tailed unpaired or paired Student’s t test. When p < 0.05, the difference between the compared groups was considered to be statistically significant. Data are presented as the mean ± SEM (n ≥ 3).

## Results

### Activated HER2 is a biomarker of HER2+ GCSCs

The basal and activation status of HER2 together with HER1 and HER3, two other members of the epidermal growth factor receptor family, was analyzed by Western blotting under reducing conditions in protein extracts from human T-sensitive (OE19 and N87) [36] and T-resistant (OE33 and GTR0455) [37, 38] HER2+ GC cells cultured either in adherent (2D) or gastrosphere-promoting (3D) conditions (Figs. 1a and S1). Specifically, we found that while basal HER2 expression levels were not altered by culture conditions, the amount of activated HER2 (p-HER2) was significantly increased in all the cell models cultured in 3D *versus* 2D conditions (Fig. 1a) as evaluated by densitometric analyses (Fig. S2). Conversely, the activation levels of EGFR (p-HER1) were not modified by culture conditions (Figs. 1a and S2). HER3 expression increased in cells grown in 3D *versus* their matched 2D counterparts, but no marked difference in its activation status was observed between 2 and 3D culture conditions (Figs. 1a and S2).

**Fig. 1:**
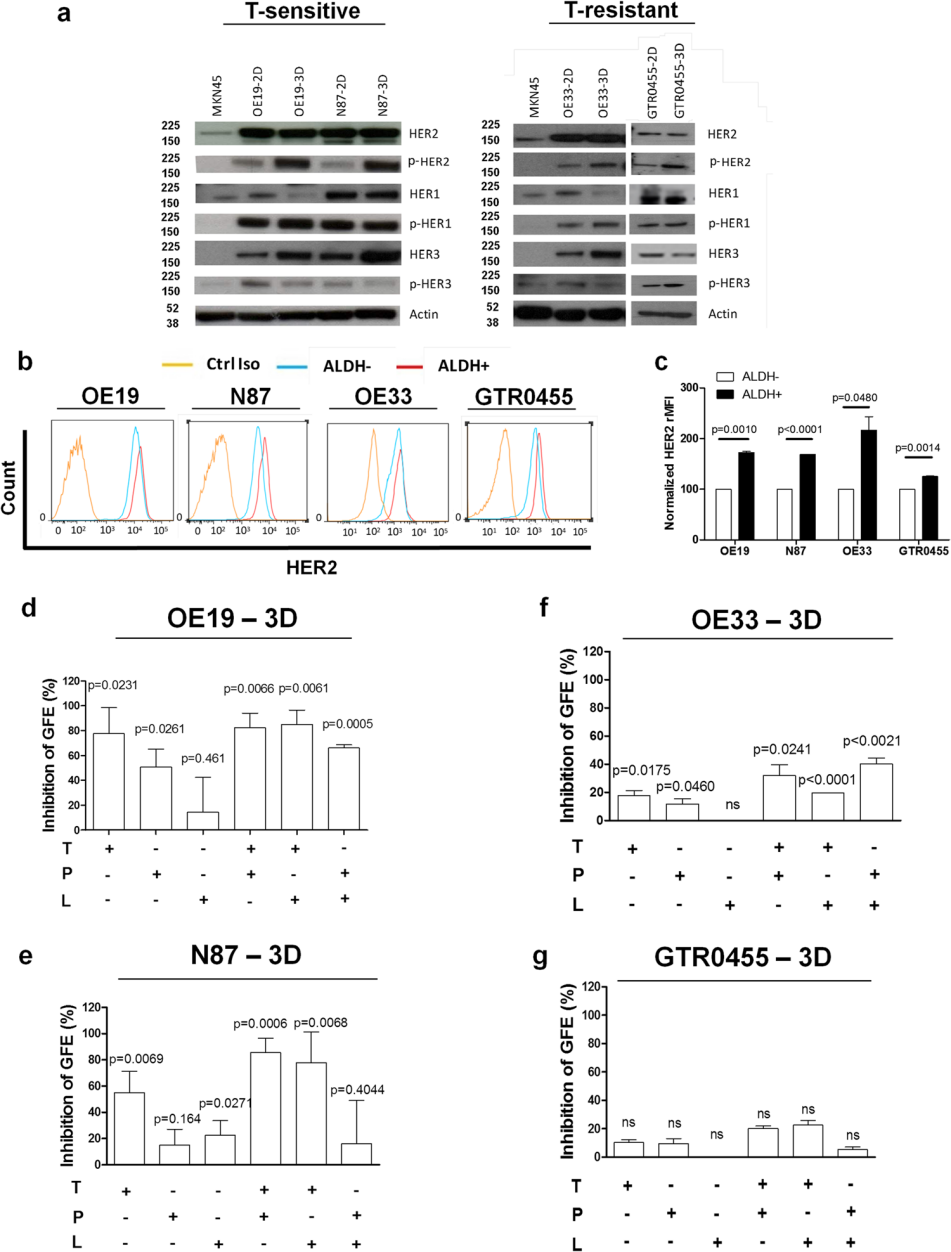
In vitro modulation of HER receptor expression/activation in HER2+ GC cell lines and inhibition of GFE (%) in matched HER2 + GCSC subsets according to treatment with anti-HER2 agents. **a**, Western blot analyses of HER1, HER2, and HER3 and their activated forms (pHER) in HER2+ GC cell lines cultured in adherent (2D) or gastrosphere-promoting (3D) conditions. Western blot analysis of MKN45 GC protein extract was used as an internal negative control, and only very low levels of basal HER2 and HER1 were detected. Actin was used to normalize protein loading. Autoradiographs of the left and right panels were acquired at different exposure times to obtain optimal image resolution. **b** and **c**, Evaluation of HER2 protein levels by FACS analyses (relative median fluorescence intensity [rMFI]) in the indicated cell lines gated for ALDH + cells versus the matched ALDH- counterpart. The values were normalized to HER2 expression in ALDH- cells. Column bars, mean ± SEM (n = 3). Significance was calculated by a two-tailed paired t test. **d-g**, Inhibition of GFE (%), normalized to internal controls (dilution vehicle of each drug: 0,9% NaCl for T and P; DMSO for L; T + L and P + L), in OE19 (**d**), N87 (**e**), OE33 (**f**), and GTR0455 (**g**) cells treated in 3D conditions for 7 days with T (20 μg/ml), P (30 μg/ml) and L (10 nM) and their combinations (T + P; T + L; T + P). Column bars, mean ± SEM (n = 3). Significance was calculated by a two-tailed paired t test

To verify whether HER2 was enriched in GCSCs *versus* the matched bulk cell counterparts, GC cells were gated for their reactivity to ALDH [12], a biomarker shared by CSCs of different epithelial oncotypes (Fig. 1b). Both ALDH + and ALDH- cell subsets were analyzed for HER2 expression by multiparametric FACS analysis (Fig. 1b and c). HER2 was expressed at significantly higher levels in the ALDH + cell compartment of all the tested cells compared with their matched ALDH- cell counterparts (Fig. 1b and c), thus revealing that increased HER2 levels preferentially occur in HER2+ GC cells with a stem phenotype. To examine whether the specific pharmacological inhibition of HER2 also targeted the GCSC compartment, HER2+ GC cells were cultured under 3D promoting conditions in the presence of T (20 µg/ml), lapatinib (L, 10 nM), pertuzumab (P, 10 µ g/ml) and their dual combinations (T + P; T + L; P + L) to evaluate gastrosphere forming efficiency (GFE %) (Fig. 1d-g). Specifically, T demonstrated a significant capability to inhibit the GFE % in T-sensitive cells, while P significantly inhibited GFE (%) only in OE19 cells (Fig. 1d and e). Conversely, L was significantly less active. Dual anti-HER2 combinations resulted in significantly impaired GFE (%) in OE19 cells (Fig. 1d), whereas only the two T-based blockades were able to significantly inhibit N87 GFE, and P + L was not effective (Fig. 1e). OE33 gastrospheres were refractory to the therapeutic effects exerted by L tested alone compared to T and P tested in monotherapy (P < 0.05) (Fig. 1f). The different dual anti-HER2 combinations were significantly more effective than each agent tested alone (from P < 0.05 to P < 0.0001) (Fig. 1f), although the biological/therapeutic effect remained limited due to intrinsic resistance. In keeping with reported data [38], GTR0455 gastrospheres were refractory to each monotherapy and each dual anti-HER2 drug combination tested (Fig. 1g).

Overall, these findings reveal the involvement of HER2 in the HER2+ GCSCs of all the tested GC cell lines regardless of their susceptibility to anti-HER2 agents. Additionally, since neither anti-HER2 monotherapy regimens nor the different dual HER2 blockade combinations completely inhibit the GFE (%), our findings imply that HER2+ GCSCs may express altered levels of other central molecules whose activity is responsible for HER2+ GCSC survival and proliferation.

### HER2+ GCSC compartment expresses high levels of FASN

To identify new potential druggable markers whose expression is enriched in HER2+ GCSCs, we compared the gene expression profiles of OE19 and N87 cell lines cultured in 3D *versus* 2D conditions. 

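Total RNA of the HER2+ GC cell lines N87 and OE19 was hybridized to Clariom D arrays, which carry probe sets for coding and noncoding transcripts. Each line was profiled on 3 arrays of adherent (2D) cells and 3 arrays of gastrospheres collected after 7 days (3D), which makes 12 arrays. Adherent cells grew in RPMI with serum and gastrospheres in a supplemented epithelial basal medium, so that a difference between 3D and 2D conditions covers the medium as well as the geometry. The authors preprocessed the raw files by RMA and deposited log2 values, whose median over all probe sets lay between 5.01 and 5.07 on every array. A single gene symbol was assigned to 36176 probe sets, several symbols to 1119 and none to 101450. As in the paper's methods, the probe set with the highest variance over the 12 arrays represented each gene, which left 33616 genes. Differences were tested with limma in a single fit of the 4 groups, with Benjamini-Hochberg adjustment over all genes. Genes with an adjusted p under 0.05 were called, since the paper's text names no threshold for single genes. The Hallmark and Peng et al. gene sets were not available, so 41 textbook gene lists were tested with fgsea in preranked mode on the moderated t statistic. These lists, the rule for the genes named and the alternative settings were fixed before the data were examined, but after Supplementary Table 1 had been read, apart from 1 setting (probe sets with an Entrez identifier) and some leading-edge genes, which were chosen later. Neither the paper nor the sample labels state whether the 3 replicates of a group are separate cultures, so SDs, standard errors and p values describe the spread between arrays. The number of arrays per group limits the precision of every value.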

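In N87 cells, 143 genes were higher and 121 lower in 3D than in 2D conditions, and in OE19 cells 419 were higher and 161 lower, at an adjusted p under 0.05 from limma. The joint fit pools the spread of the groups, whose median gene SD ran from 0.153 in OE19 3D to 0.281 in OE19 2D. With each line fitted alone, more genes were called in N87 than in OE19. Which line has more calls thus depends on the fit. In N87 gastrospheres RANBP3L rose from a log2 value of 3.18 ± 0.26 to 7.79 ± 1.05 (SD, n = 3), a log2 fold change of 4.60 (standard error 0.38, adjusted p = 1.8e-04 from limma). Aldo-keto reductases, which reduce carbonyl groups, rose with it, with log2 fold changes of 3.28 for AKR1C1, 3.17 for AKR1C2 and 2.50 for AKR1B10. The pseudogene AKR1B1P7 had 2.58. Members of this family are similar in sequence, so their values are not independent. DMBT1, a secreted glycoprotein of mucosal surfaces, had a log2 fold change of 3.13. The remaining members of the 10 largest rises were CST1 (3.73), PLEKHS1 (3.33), KAT2B (2.70) and CST4 (2.63). Their calls were lost with single arrays left out, with an adjusted p of up to 0.168, 0.0819, 0.0821 and 0.177 in that order, the last without N87 3D replicate 2 and the others without N87 3D replicate 3.
The largest falls in N87 gastrospheres included FOSB, a subunit of the AP-1 transcription factor, with a log2 fold change of -3.86 (standard error 0.29, adjusted p = 1.0e-04 from limma). DUSP1, a phosphatase of MAP kinases, had -3.03 and ANKRD1, a target of YAP, had -2.74. Probe sets of noncoding RNA made up the other 7. For small RNAs, a poorer recovery from N87 3D cultures stays open as a cause. U3 had -4.64, but its call was lost with the probe set of highest mean (adjusted p = 0.797). Copies of the spliceosomal U1 RNA had -3.29 (RNVU1-15), -2.94 (U1) and -2.74 (RNVU1-14), and MIR5087 had -3.30. RNU11 (-3.30) and RNU1-120P (-2.76) did not pass without N87 3D replicate 3 (adjusted p = 0.221 and 0.203), and were lost in 8 and 9 of the 12 fits with 1 array left out.
In OE19 gastrospheres, MGAM2, of the maltase-glucoamylase family, rose from 5.24 ± 0.41 to 9.50 ± 0.08 (SD, n = 3), a log2 fold change of 4.26 (standard error 0.20, adjusted p = 1.4e-07 from limma). CYP1A1, which oxidizes xenobiotics, had 3.95, TTN, which encodes titin, had 4.27, SLC2A6, a sugar transporter, had 2.95 and PLEKHB1 had 2.89. UCP2, a carrier of the inner mitochondrial membrane, had 4.88, the chemokine receptor CXCR4 had 3.13 and NDNF had 2.85, and these last genes did not pass in a fit of the OE19 arrays alone (adjusted p = 0.0851, 0.114 and 0.125). MMP1 (3.45) and PLEKHS1 (2.94) did not pass there either (adjusted p = 0.288 and 0.122), nor without OE19 3D replicate 3 (adjusted p = 0.177 and 0.0958). The call of MMP1 was lost in 11 of the 12 fits with 1 array left out, and also with the probe set of highest mean (adjusted p = 0.0515), with dim genes left out (adjusted p = 0.0540) and with an intensity trend (adjusted p = 0.0501). The neural transmembrane protein SLITRK6 had the largest fall, from 10.29 ± 0.73 to 5.76 ± 0.26 (SD, n = 3), a log2 fold change of -4.54 (standard error 0.29, adjusted p = 4.5e-06 from limma). FOSB (-4.09), DUSP1 (-2.91), EMP1 (-2.75), the neurotensin receptor NTSR1 (-2.52), ZFP36 (-2.20) and LINC00941 (-2.19) followed. MAP3K8 (-2.28), CALB2 (-2.07) and HES1 (-2.05) were among the 10 largest falls, but like LINC00941 did not pass in OE19 arrays alone (adjusted p = 0.169, 0.178, 0.0935 and 0.102). MAP3K8 and CALB2 were also lost without OE19 3D replicate 1 (adjusted p = 0.107 and 0.117), and HES1 without OE19 3D replicate 3 (adjusted p = 0.0512).
In both lines 19 genes were higher and 21 lower. The calls of the lines share 1 estimate of spread per gene, and with each line fitted alone 12 genes in place of 40 were shared. MGAM2, SLC2A6, PLEKHB1 and PLEKHS1 were higher in both lines, and FOSB, DUSP1, EGR1 and ZFP36 lower. Of the 21, however, 13 are small noncoding RNAs, among them copies of U1 and U3 that are not independent of each other. With small RNAs set apart, 18 genes were higher and 8 lower. Another 3 genes moved in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the lines had a Pearson r of 0.25 and a Spearman rho of 0.19.
All 3 arrays of one condition lay beyond all 3 of the other for each of the 264 and 580 called genes. This held for 15.9% of all genes in N87 and 17.9% in OE19, where chance gives 10%. The counts of calls moved with single arrays, from 84 in N87 without 3D replicate 3 to 511 without OE19 2D replicate 3, and in OE19 from 163 without 3D replicate 3 to 1708 without 2D replicate 1. OE19 2D replicate 3 correlated with the other OE19 arrays at 0.946 to 0.955, against at least 0.974 among those.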

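Enzymes of cholesterol synthesis, from acetyl-CoA to cholesterol, were higher in 3D conditions in OE19 cells, where 6 of 18 measured genes rose and none fell (15 rose adjusted over the list alone). The 6 became 14 without OE19 2D replicate 1, 3 without 2D replicate 2 or 3, 2 without 3D replicate 2 and 0 without 3D replicate 1 or 3. SQLE, which epoxidizes squalene, had a log2 fold change of 2.20 (standard error 0.40, adjusted p = 0.0136 from limma). HMGCS1, which makes HMG-CoA, had 2.09 (standard error 0.42, adjusted p = 0.0233), and CYP51A1 and MVK had 1.80 and 1.65. In N87 cells none of the 18 genes passed the test, also adjusted over the list alone, and 17 had a positive log2 fold change. The median log2 fold change was 1.18 in OE19 and 0.51 in N87.
Ranked against all other genes, the list had a normalized enrichment score (NES) of 2.58 in OE19 (adjusted p = 1.9e-10 from fgsea) and of 2.19 in N87 (adjusted p = 0.00014). With camera and an estimated correlation between genes, neither call held (adjusted p = 0.323 in OE19 and 0.569 in N87). With camera at a preset correlation of 0.01, 15 of the 15 list calls in N87 and 13 of the 14 in OE19 held. Splits of a line's arrays that mix the conditions gave up to 18 list calls in N87 and 17 in OE19 (fgsea). The number of list calls thus does not set 3D against 2D apart from other splits. The median deviation of these genes from the mean of the line was -1.04 on N87 2D replicate 3, against 0.17 and 0.12 on the other N87 2D arrays and 0.21 to 0.29 on the N87 3D arrays. Without N87 2D replicate 3, the NES in N87 was 1.27 (adjusted p = 0.315) and the median log2 fold change 0.13, with 11 of 18 genes positive. In OE19 the median deviation was 0.05, -0.91 and -0.92 on the 2D arrays and 0.31 to 0.82 on the 3D arrays.
Of 24 genes of fatty acid synthesis, 4 rose in OE19 cells and none fell (10 adjusted over the list alone). The 4 became 9 without OE19 2D replicate 1, and 1, 2 and 0 without 3D replicates 1, 2 and 3. The 4 were ACLY (1.47) and ACSS2 (1.46), which supply acetyl-CoA, ME1 (0.90), which supplies NADPH, and the elongase ELOVL5 (0.73). The list had an NES of 2.32 in OE19 (adjusted p = 4.8e-06 from fgsea, adjusted p = 0.323 with an estimated correlation). In N87 cells none of these genes passed, and the list had an NES of 1.02 (adjusted p = 0.516) and a median log2 fold change of 0.05. In a fit of the OE19 arrays alone, none of the 8 enzymes named for OE19 passed (adjusted p from 0.0794 for HMGCS1 to 0.169 for MVK and ELOVL5). Nor did any pass without OE19 3D replicate 3 (adjusted p of up to 0.204, for MVK). Without OE19 3D replicate 1, none of the 18 cholesterol genes and 1 of the 24 fatty acid genes passed as higher.
Of 30 genes of fatty acid oxidation, ACSL1, which activates fatty acids (1.77), and SLC25A20, the carnitine carrier (0.89), rose in OE19 cells and none fell (4 rose and 1 fell adjusted over the list alone), with 7 risers without OE19 2D replicate 1. Neither passed without OE19 3D replicate 3 (adjusted p = 0.0537 for ACSL1), and SLC25A20 was lost without 10 of the 12 arrays. This list had an NES of 1.70 in OE19 (adjusted p = 0.0312 from fgsea, adjusted p = 0.567 with an estimated correlation) and 1.05 in N87 (adjusted p = 0.504), where none passed (2 rose adjusted over the list alone). The OE19 call was lost without 2D replicate 2 (adjusted p = 0.0827) or 3 (0.242) and 3D replicate 1 (0.0563) or 3 (0.0821), with dim genes left out (0.157), quantile normalization (0.0835), OE19 arrays alone (0.0917) and probe sets with an Entrez identifier (0.0619). Of 9 genes of sterol uptake and SREBP control, none passed in either line (2 rose in OE19 adjusted over the list alone). All 9 had a positive log2 fold change in N87, with an NES of 1.95 (adjusted p = 0.00216 from fgsea, adjusted p = 0.233 with an estimated correlation). In OE19, 6 were positive, with an NES of 1.70 (adjusted p = 0.036, adjusted p = 0.442 with an estimated correlation). This call was lost without any single OE19 array but 3D replicate 2 (adjusted p from 0.0755 without 2D replicate 1 to 0.168 without 2D replicate 3), with dim genes left out (0.142), in OE19 arrays alone (0.0687) and with probe sets with an Entrez identifier (0.0534).

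**Figure D1:**
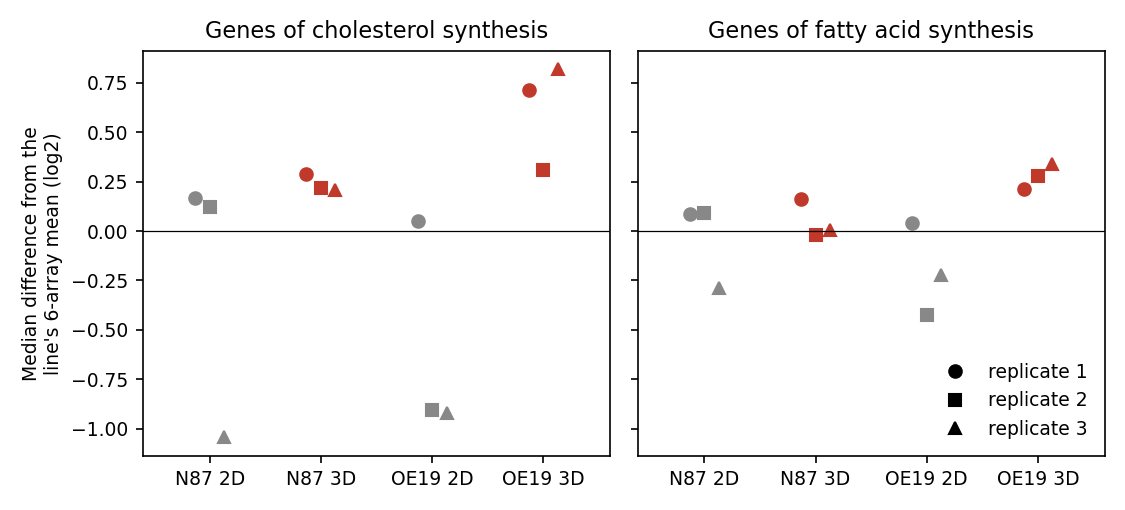
Median deviation (log2) of the genes of cholesterol synthesis (left) and fatty acid synthesis (right) from their mean over the 6 arrays of a line, one point per array and one marker shape per replicate number. N87 2D replicate 3 lies at -1.04 for cholesterol synthesis and -0.29 for fatty acid synthesis, below the other N87 arrays.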

We detected a positive enrichment of several metabolic gene sets in HER2+ 3D cells, particularly those related to FA metabolism and cholesterol homeostasis (Fig. 2a), by gene set enrichment analysis (GSEA). To investigate the modulation of metabolism-related processes, we performed GSEA using gene signatures specific for metabolic cancer subtypes [32]. 

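Genes of lipid metabolism, a list of 153 measured genes that holds the sterol and fatty acid enzymes as well as those of triglycerides, phospholipids and sphingolipids, stood high among all genes in both lines in 3D conditions. In OE19 cells, 14 rose and 1 fell (39 and 5 adjusted over the list alone), with a median log2 fold change of 0.35. The 14 became 44 without OE19 2D replicate 1, 10 and 11 without 2D replicates 2 and 3, and 4, 6 and 2 without 3D replicates 1, 2 and 3, and the median was 0.17 without 2D replicate 3. Besides the sterol and fatty acid enzymes, PNPLA3, a lipase of lipid droplets, rose by 1.83 (standard error 0.27, adjusted p = 0.00358 from limma, adjusted p = 0.070 in OE19 arrays alone). In N87 cells, 2 rose and none fell (4 and none adjusted over the list alone), with a median of 0.10. These were ACER2, a ceramidase (1.31), and SMPD3, a sphingomyelinase (1.24), and neither passed without N87 3D replicate 2 (adjusted p = 0.0688 and 0.178). The NES was 2.53 in OE19 (adjusted p = 2.8e-13 from fgsea) and 1.91 in N87 (adjusted p = 3.1e-05). With an estimated correlation, neither call held (adjusted p = 0.386 and 0.796). Without N87 2D replicate 3, on which the cholesterol genes were low, the N87 list had an NES of 1.00 (adjusted p = 0.564) and a median of -0.02.
The list of the TCA cycle also passed in fgsea in both lines. All 23 had a positive log2 fold change in OE19, where DLD, a subunit of the pyruvate and oxoglutarate dehydrogenases, rose (1.21, adjusted p = 0.0367 from limma and 0.193 without OE19 3D replicate 3) and 10 rose adjusted over the list alone (9 passed over all genes without OE19 2D replicate 1), and 17 were positive in N87, where none passed (1 adjusted over the list alone). The NES was 2.27 in OE19 (adjusted p = 2.2e-05 from fgsea, adjusted p = 0.36 with an estimated correlation). In N87 it was 1.77 (adjusted p = 0.0199, adjusted p = 0.796 with an estimated correlation, 0.389 without N87 2D replicate 3, 0.128 without N87 3D replicate 1 and 0.0560 with dim genes left out).
Of 48 genes of carbohydrate metabolism, PGM1, which interconverts glucose phosphates, rose in OE19 with a log2 fold change of 1.99 (standard error 0.20, adjusted p = 0.00021 from limma), none fell, and 1 rose adjusted over the list alone. This list had an NES of 1.79 in OE19 (adjusted p = 0.0115 from fgsea, adjusted p = 0.629 with an estimated correlation, 0.571 without OE19 2D replicate 3 and 0.0990 with dim genes left out). In N87 none of its genes passed, 1 rose and 1 fell adjusted over the list alone, and the NES was -1.15 (adjusted p = 0.37), or -1.77 without N87 2D replicate 3 (adjusted p = 0.00393). Of 38 genes of vitamin and cofactor metabolism, MMAB, an enzyme of cobalamin metabolism, rose in OE19 (1.27) and RDH10, a retinol dehydrogenase, fell (-0.96), with neither passing without OE19 3D replicate 3 (adjusted p = 0.137 and 0.182). The list had an NES of 1.66 in OE19 (adjusted p = 0.0326 from fgsea, adjusted p = 0.567 with an estimated correlation and 0.0530 with the preset one) and 0.68 in N87 (adjusted p = 0.935), or -0.85 without N87 2D replicate 3. The OE19 call was lost without any single OE19 array but 3D replicate 2 (adjusted p from 0.0611 without 3D replicate 1 to 0.223 without 2D replicate 3), with the probe set of highest mean (0.0577), dim genes left out (0.0933) and probe sets with an Entrez identifier (0.0681).
Of 35 genes of amino acid synthesis and of the ATF4 response, none passed in either line, while adjusted over the list alone 8 fell in N87, and 1 rose and 1 fell in OE19. The NES was -2.40 in N87 (adjusted p = 6.5e-07 from fgsea, adjusted p = 0.443 with an estimated correlation) and 0.93 in OE19 (adjusted p = 0.684), or 1.87 without OE19 2D replicate 2 (adjusted p = 0.00576). Oxidative phosphorylation had -1.20 in N87 and 0.64 in OE19 (adjusted p = 0.289 and 0.979), and nucleotide synthesis -1.45 and 1.38 (adjusted p = 0.134 and 0.171). None of the 64 and 26 genes of these lists passed in either line, also adjusted over the lists alone. Both lists hinged on single arrays. Nucleotide synthesis passed as lower in N87 without 2D replicate 3 (NES -2.18, adjusted p = 3.1e-05 from fgsea) or 3D replicate 1 (-1.83, adjusted p = 0.0106), and as higher in OE19 without 2D replicate 1 (1.88, adjusted p = 0.00405) or ranked by log2 fold change (adjusted p = 0.0357). Oxidative phosphorylation passed as lower in N87 without 3D replicate 1 (-1.57, adjusted p = 0.0314 from fgsea), and in OE19 as lower without 2D replicate 2 (-1.96, adjusted p = 2.8e-04) and as higher without 2D replicate 3 (1.73, adjusted p = 0.00823).

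**Figure D2:**
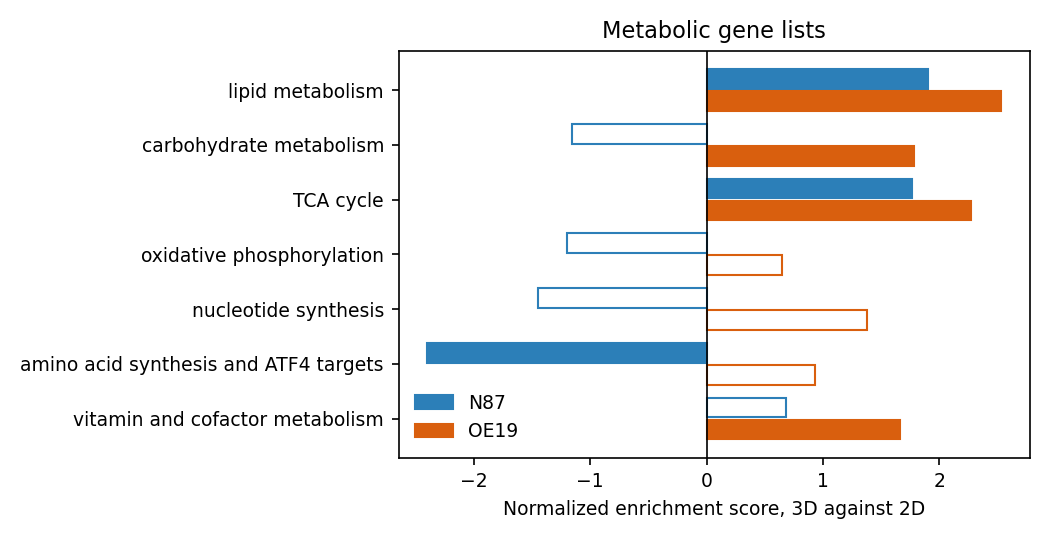
Normalized enrichment score (horizontal axis, no unit) of 7 metabolic gene lists for 3D against 2D conditions in N87 (blue) and OE19 (orange), with filled bars where the adjusted p was under 0.05 in fgsea and open bars where it was not. Lipid metabolism and the TCA cycle have filled bars to the right in both lines, at 1.91 and 1.77 in N87 and 2.53 and 2.27 in OE19. These calls were lost with camera and an estimated correlation, and those of N87 also without N87 2D replicate 3.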

We found that lipid metabolism was the only metabolic signature significantly enriched in both cell lines cultured in 3D conditions (Fig. 2b). 

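The leading edge of a list holds the members ranked up to the maximum of its enrichment score. For cholesterol synthesis it held 12 of 18 genes in N87 and 17 in OE19, and all 12 were shared. With 17 of 18 genes in the OE19 leading edge, nearly all of the 12 had to be shared. This overlap is therefore no evidence that the lines agree. The 12 were the mevalonate pathway genes ACAT2, MVK, MVD and IDI1 and the sterol genes SQLE, LSS, CYP51A1, TM7SF2, NSDHL, HSD17B7, SC5D and DHCR7. For fatty acid synthesis the leading edges held 8 and 14 of 24 genes, and 7 were shared. FASN, ACACA, ACLY, SCD, ME1, CBR4 and the citrate carrier SLC25A1 were these, in a list that passed in OE19 alone of the lines. For lipid metabolism they held 52 and 77 of 153 genes, of which 37 were shared. Besides the sterol and fatty acid genes, these included the regulators SREBF1, SREBF2, INSIG1 and MBTPS1 and the sphingolipid genes CERS2, SGPP2 and SMPD3. The overlap that chance alone gives was not computed for these lists.
Of the 37 genes, 1 passed the test of single genes in N87 (limma, adjusted p under 0.05), SMPD3. In OE19, 9 passed, which were ACLY, ACSL1, CYP51A1, IDI1, ME1, MVK, SLC25A20, SQLE and TM7SF2. Leading-edge membership follows from rank and is not a test of the gene.
In Supplementary Table 1, of which 20 of 110 cells are held here in shortened form, the paper's leading edges list 3953 gene entries that were measured. The direction here was the paper's for 3914 of these. Its lipid set from Peng et al. is shortened for both lines, and of the entries that remain and were measured, 12 of 59 in N87 and 35 of 55 in OE19 passed the test of single genes. The shortening dropped the end of each row, and the order followed the moderated t (rank correlation 0.998 in N87 and 0.968 in OE19). The entries that remain are thus the highest ranked, and these shares do not hold for the whole set. The paper ranked these genes on the same arrays, so neither the shared directions nor these shares are independent evidence. The paper's text does not name the statistic that ranked the genes, and the order within its leading edges had a median rank correlation with the moderated t of 0.97 and with the log2 fold change of 0.73, over 104 sets with at least 8 measured genes.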

By leading-edge analysis (Supplementary Table 1), we selected the genes that contributed the most to the enrichment of these lipid metabolism-related gene sets. 

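FASN, the fatty acid synthase (probe set TC1700012093.hg.1), had log2 values of 11.70, 11.67 and 10.59 in N87 2D cells and of 11.78, 11.91 and 11.79 in N87 3D cells. The means were 11.32 ± 0.63 and 11.83 ± 0.08 (SD, n = 3), a log2 fold change of 0.50 (standard error 0.45, adjusted p = 0.923 from limma). In OE19 the values were 11.23, 10.50 and 8.93 in 2D cells and 12.13, 11.77 and 12.21 in 3D cells, with means of 10.22 ± 1.18 and 12.04 ± 0.23 (SD, n = 3). This is a log2 fold change of 1.82 (standard error 0.45, adjusted p = 0.0602 from limma). In both lines every 3D array lay above every 2D array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The difference in log2 fold change between the lines was 1.31 (standard error 0.63, adjusted p = 0.612 from limma).
The low values of FASN were those of replicate 3 in 2D conditions in each line. Without this array the log2 fold change was 0.14 in N87 (adjusted p = 0.995 from limma) and 1.17 in OE19 (adjusted p = 0.0819). In OE19 it was 2.33 without 2D replicate 1 (adjusted p = 0.00482). It also passed in OE19 with array weights (1.47, adjusted p = 0.0306), with quantile normalization of the genes tested (1.77, adjusted p = 0.0395) and without N87 2D replicate 3 (1.82, adjusted p = 0.0444). Without OE19 3D replicates 1, 2 and 3 in turn, the adjusted p in OE19 was 0.202, 0.135 and 0.246.
IDI1, the isopentenyl diphosphate isomerase of the mevalonate pathway, rose in OE19 from 9.99 ± 0.28 to 11.53 ± 0.42 (SD, n = 3), a log2 fold change of 1.54 (standard error 0.28, adjusted p = 0.0136 from limma). Its call was lost without OE19 3D replicate 1 or 3 (adjusted p = 0.0846 and 0.0936) and in OE19 arrays alone (adjusted p = 0.0702). ACAT2, the acetyl-CoA acetyltransferase that opens the mevalonate pathway, had a log2 fold change of 1.19 in OE19 (adjusted p = 0.365 from limma), with its ranges overlapping, and 0.66 without OE19 2D replicate 2 (adjusted p = 0.564) or 1.63 without 2D replicate 1 (adjusted p = 0.118). HSD17B7 and NSDHL, enzymes of sterol demethylation, had 0.94 and 0.77 (adjusted p = 0.219 and 0.253), with every 3D array above every 2D array.
In N87 the log2 fold changes were 0.72 for ACAT2, 0.43 for HSD17B7, 0.50 for IDI1 and 0.51 for NSDHL (adjusted p from 0.772 to 0.901 from limma), and the ranges of the 2D and 3D arrays overlapped for each. N87 2D replicate 3 held the lowest value of all 4. Without it they were -0.07, -0.04, 0.20 and 0.11. None of the differences between the lines passed for these genes (adjusted p from 0.458 to 0.937 from limma).

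**Figure D3:**
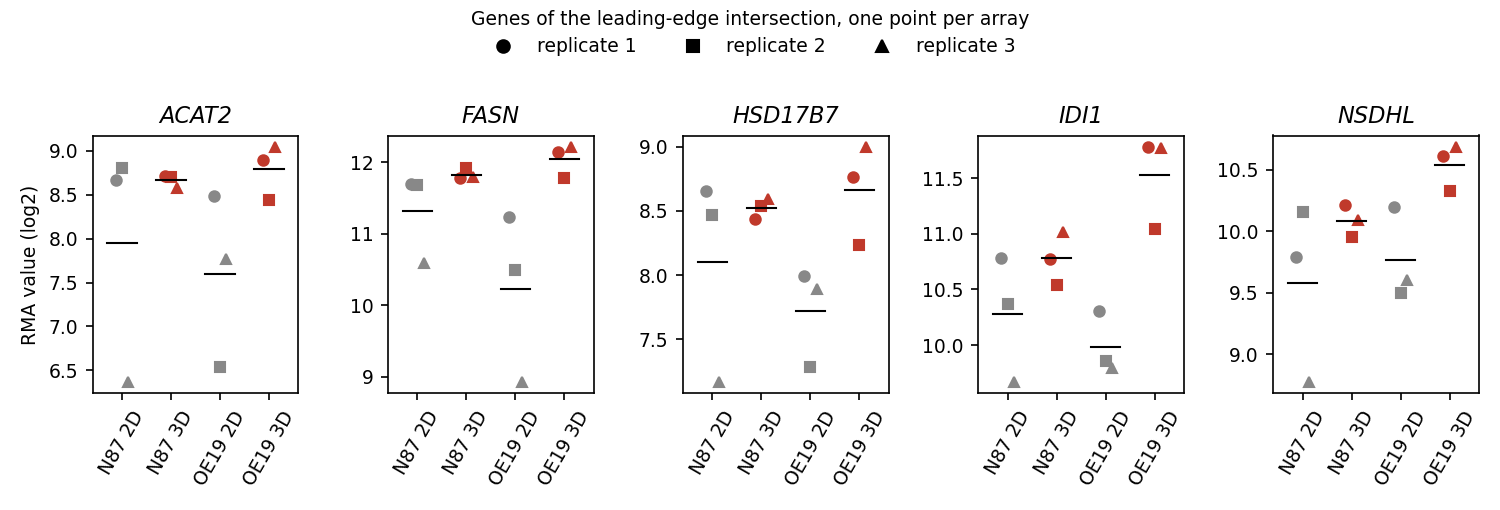
RMA values (log2) of ACAT2, FASN, HSD17B7, IDI1 and NSDHL, one point per array, with gray for 2D and red for 3D conditions, one marker shape per replicate number and a line at the mean of each group of 3 arrays. For FASN the N87 2D arrays span 10.59 to 11.70 and the N87 3D arrays 11.78 to 11.91.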

Intersection of the leading-edge lists for the two cell lines led to the identification of five key genes (ACAT2, FASN, HSD17B7, IDI1, and NSDHL). We focused our attention on the FASN gene, the central metabolic multifunctional enzyme involved in “de novo” biosynthesis of FAs, because of its overexpression and hyperactivity in most human malignancies and the extensive literature already reported in HER2+ BC models [20–29]. To sustain GEP data, we performed qRT‒PCR analysis and found that the FASN gene was significantly upregulated in N87 and OE19 3D cell cultures *versus* their matched 2D counterparts (from P < 0.05 to P < 0.005) (Fig. 2c).

**Fig. 2:**
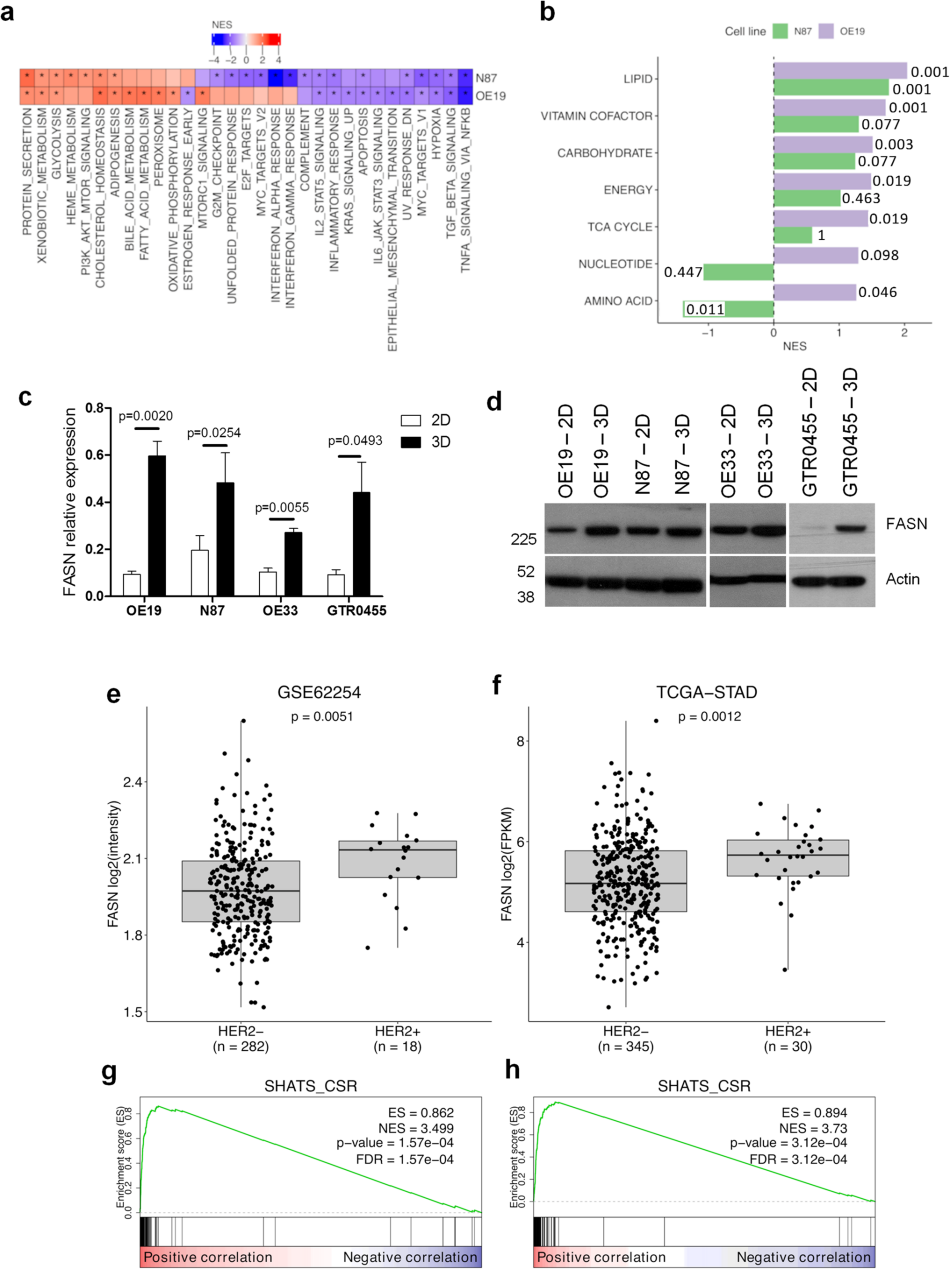
FASN expression levels in preclinical and clinical HER2+ GC models and enrichment of stemness-related genes in FASN-overexpressing HER2+ GC cases. **a**, Heatmap showing the normalized enrichment scores (NES) from GSEA comparison between N87 and OE19 cell lines cultured in 3D versus 2D conditions. Hallmark gene sets with FDR < 0.05 in at least one cell line are represented. Positive and negative values of NES indicate enrichment in HER2+ GC cell lines cultured in 3D and 2D conditions, respectively. *: FDR < 0.05. **b**, Bar plot of GSEA NES for metabolic subtype signatures from Peng X et al. (31) in the two cell lines. Positive and negative values of NES indicate enrichment in 3D and 2D cell lines, respectively. FDR values are also reported. **c**, FASN relative expression measured by qRT‒PCR in the indicated cell lines cultured in 2D and 3D conditions. Column bars, mean ± SEM (n = 4). Significance was calculated by a two-tailed paired t test. **d**, Western blotting analyses of OE19, N87, OE33 and GTR0455 protein extracts probed with anti-FASN antibody. Actin was used to normalize protein loading. E and F, Box plot of FASN expression according to ERBB2 (HER2) status in GSE62254 (**e**) and TCGA (**f**) GC gene expression datasets. Significance was calculated by the Wilcoxon test. **g** and **h**, GSEA results for the stemness SHATS-CSR signature in GSE62254 (**g**) and TCGA (**h**) gene expression data ranked according to correlation with FASN. The green line shows the distribution of the running enrichment score (ES) along the ranked gene list. Vertical black lines show the position of the genes of the SHATS-CSR signature in the ranked gene list

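Immediate early genes, which are transcribed within minutes of growth factor or serum signals, were lower in 3D conditions in both lines. In N87, 12 of 31 fell and none rose (24 fell adjusted over the list alone), with a median log2 fold change of -1.22, and with 1 N87 array left out 7 to 13 fell. In OE19, 11 fell and none rose (18 adjusted over the list alone), with a median of -1.01, and 5 to 18 fell with 1 OE19 array left out. Besides FOSB and DUSP1, EGR1 had a log2 fold change of -2.58 in N87 (adjusted p = 0.00393 from limma) and -1.92 in OE19 (adjusted p = 0.0177, and 0.094 without OE19 3D replicate 2), and EGR3 had -2.66 in N87 (adjusted p = 0.00694, and 0.0538 without N87 3D replicate 3). The list had an NES of -3.06 in N87 (adjusted p = 8.1e-24 from fgsea), a call that held with an estimated correlation (adjusted p = 0.0189). The NES in OE19 was -2.89 (adjusted p = 5.5e-13, adjusted p = 0.146 with an estimated correlation).
Interferon-stimulated genes were lower in N87 gastrospheres, where all 43 had a negative log2 fold change, 6 fell and none rose (20 fell adjusted over the list alone, and 2 to 5 over all genes with 1 N87 array left out). IFIT5 had -1.88 and LAMP3 -1.67, while EPSTI1 (-1.49) and SP110 (-1.03) did not pass without N87 3D replicates 3 and 2 (adjusted p = 0.0558 and 0.174). The NES was -3.02 (adjusted p = 8.2e-19 from fgsea, adjusted p = 0.0189 with an estimated correlation). In OE19 the NES was 1.02 (adjusted p = 0.535), and RIGI, a sensor of viral RNA, rose (1.39) while OAS1 (-0.93) and EIF2AK2 (-0.76) fell, also adjusted over the list alone. None of these passed without OE19 3D replicate 3 (adjusted p from 0.158 to 0.202). Of 15 genes of antigen presentation, 1 fell in N87, PSMB9, a subunit of the immunoproteasome (-1.10, adjusted p = 0.0446 from limma and 0.179 without N87 3D replicate 1), and none passed in OE19 (3 rose adjusted over the list alone). The NES was -1.97 in N87 (adjusted p = 0.00221 from fgsea, adjusted p = 0.296 with an estimated correlation) and 1.56 in OE19 (adjusted p = 0.103), where the list passed without 2D replicate 1 (adjusted p = 0.0261) or 3D replicate 2 (adjusted p = 0.0189), ranked by log2 fold change (adjusted p = 0.0367) and with camera at the preset correlation (adjusted p = 0.0272).
Of 23 targets of NRF2 and aldo-keto reductases, 5 rose and none fell in N87 (7 adjusted over the list alone), led by AKR1C1, AKR1C2, AKR1B10 and AKR1C3, the last with a log2 fold change of 2.07. The NES was 2.64 (adjusted p = 5.8e-10 from fgsea, adjusted p = 0.0189 with an estimated correlation). In OE19, where AKR1C3 had a mean log2 value of 12.73 ± 0.05 (SD, n = 3) in 2D cells, ME1 and OSGIN1 (0.77) rose (3 rose adjusted over the list alone) and the NES was 2.11 (adjusted p = 0.0004 from fgsea, adjusted p = 0.323 with an estimated correlation). Neither gene passed without OE19 3D replicate 1 (adjusted p = 0.0828 and 0.153).
Of 16 targets of YAP and TGF-beta, ANKRD1 and CAV1 (-0.94) fell in N87 and none rose (6 fell adjusted over the list alone), with CAV1 lost without N87 3D replicate 2 (adjusted p = 0.187). The NES was -2.28 (adjusted p = 1.1e-05 from fgsea, adjusted p = 0.0189 with an estimated correlation). In OE19 none passed (5 fell adjusted over the list alone) and the NES was -2.36 (adjusted p = 4.8e-06, adjusted p = 0.146 with an estimated correlation). Of 30 genes of gastric and intestinal differentiation, 4 rose in N87 (6 adjusted over the list alone), the adhesion molecules CEACAM6 (2.11) and CEACAM5 (1.31), the tetraspanin TSPAN8 (1.91) and the mucin MUC1 (1.65). CEACAM5 was lost without N87 3D replicate 3 (adjusted p = 0.223). The NES was 2.22 (adjusted p = 4.8e-05 from fgsea, adjusted p = 0.0189 with an estimated correlation). In OE19 the tight junction protein CLDN18 (2.61) and MUC13 (1.39) rose, SPINK1 (-2.02) and TFF1 (-0.98) fell (2 rose and 6 fell adjusted over the list alone), and the NES was -1.28 (adjusted p = 0.211). MUC13, SPINK1 and TFF1 did not pass without OE19 3D replicate 3 (adjusted p from 0.152 to 0.216).
From the enrichment of lipid metabolism in both lines and the intersection of the leading edges, the paper selects 5 genes, and it focuses on FASN because of its overexpression in human malignancies and the literature on HER2+ BC.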

The same pattern was also observed in OE33 (P < 0.01) and GTR0455 (P < 0.05) cell models (Fig. 2c), suggesting that the FASN gene is a good therapeutic cotarget in HER2 + GCSCs. Similar results were also obtained by Western blot analysis in all HER2+ GC protein extracts (Fig. 2d).

To corroborate these results, we interrogated two public GC gene expression datasets, GSE62254 and TGCA-STAD (Fig. 2e and f). HER2+ and HER2- cases were sorted according to Erbb2 (HER2) expression (Fig. S3). In silico analyses of these two genome datasets revealed that FASN expression was significantly upregulated (P < 0.005) in HER2+ *versus* HER2- GC cases (Fig. 2e and f). To evaluate the association between an enhanced stem-like phenotype and FASN gene expression levels, we performed GSEA in the GSE62254 and TGCA-STAD GC datasets using an established stemness gene signature (consensus stemness ranking [CSR] signature- [33]). We observed that in both datasets, this signature was strongly enriched for genes positively correlated with FASN (Fig. 2g and h). Overall, these data provide clear evidence of significant FASN upregulation in human HER2+ GC cases and correlation with stem-like features.

### Anti-HER2 treatments induce FASN upregulation in preclinical and clinical HER2+ GC models

To evaluate the effects of anti-HER2 treatments on FASN expression in HER2+ GC models, we tested its expression in HER2+ GC cell lines and in GTR0455 xenotransplants at baseline and upon incubation with L to block HER2 activity and in human specimens treated or not with T (Fig. 3). Specifically, OE19, N87, OE33 and GTR0455 cells were incubated with previously titrated proper concentrations of L (Fig. S4) for 48 h and 72 h. In vitro treatment with L proportionally induced enhanced expression of FASN in all cell models, both at the transcriptional and protein levels (Fig. 3a-d), as also validated by the densitometric analysis (Fig. S5), supporting the hypothesis that the inhibition of HER2 signaling could positively affect FASN expression.

**Fig. 3:**
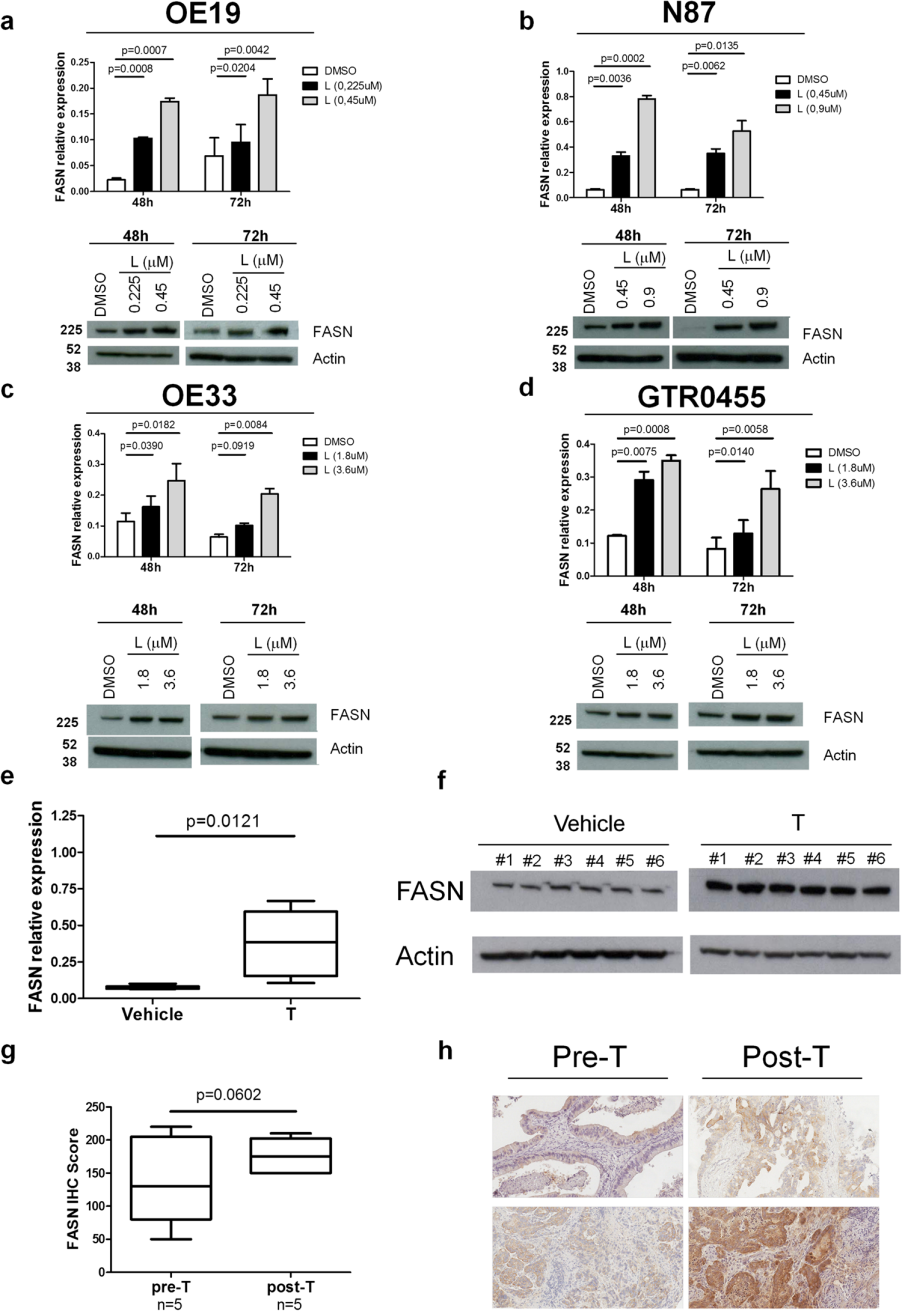
FASN expression levels in HER2+ GC cell lines and patients and GTR0455-implanted animals according to anti-HER2 agent treatment. **a-d**, FASN expression evaluated by qRT‒PCR and Western blotting in OE19 (**a**), N87 (**b**), OE33 (**c**) and GTR0455 (**d**) cells treated with L or DMSO for 48 h or 72 h. Blots were probed with anti-FASN or actin (loading control) antibodies. Actin was used to normalize protein loading. Autoradiographs were acquired at different exposure times to obtain optimal image resolution. **e** and **f**, FASN expression evaluated by qRT‒PCR (**e**) and Western blotting (**f**) in GTR0455 xenografts. NOD-SCID mice (n = 6/group) implanted with T-resistant GTR0455 cells were treated with T (30 mg/kg) or vehicle. Box plots, means ± SEMs. Significance was calculated by a two-tailed unpaired t test. Blots were probed with anti-FASN or actin (loading control) antibodies. Autoradiographs were acquired at the same exposure times. **g**, Box plots of H-score values of FASN IHC pre- and post-T therapy (n = 5); significance was calculated by a two-tailed paired t test. **h**, Images of FASN IHC in two pairs of pre- (on the left) and posttherapy (on the right) FFPE tumor samples, showing a diffuse increase in cytoplasmic immunoreactivity (20 × magnification)

To examine in vivo whether the treatment of T-resistant HER2+ GC cells with T can affect the expression of FASN, GTR0455 PDXs were administered with T (30 mg/kg) or, as an internal control, the diluent (vehicle). Analyses performed on GTR0455 tumors, collected when the volume reached approximately 1500 mm^3^, showed that FASN was significantly increased in T-treated (n = 6) *versus* vehicle-treated counterparts (n = 6) both at the transcriptional (P < 0.05, Fig. 3e) and protein levels (Fig. 3f). The expression of FASN was also analyzed by IHC in matched pre- and post-T treated biopsies from human HER2+ mGC (Fig. 3g and h). Consistent with all preclinical findings, we observed a coherent increase in FASN protein at the clinical level in post-T cases *versus* their pre-T samples (Fig. 3g). Indeed, IHC staining of matched cases showed an overall increase in cytoplasmatic tumor cell immunoreactivity, with median H-scores of 110 (IQR: 82.5–182.5) and 165 (IQR: 150–195) in pre- and post-treatment samples, respectively (p = 0.0602) (Fig. 3h). Altogether, our findings show a consistent enhancement of FASN expression upon T treatment.

### Inhibition of FASN expression/activity targets GCSCs in HER2+ GC cell lines

We tested the antitumor effects of TVB3166, a selective commercial FASN inhibitor [40], in OE19, N87, OE33 and GTR0455 gastrospheres.. TVB3166, tested at different concentrations, impaired in a dose-dependent manner the GFE (%) of GCSCs derived from the T-sensitive and T-resistant cell lines compared with vehicle (DMSO)-treated gastrospheres, with a statistical significance ranging from P < 0.05 to P < 0.005 (Fig. 4a). To further sustain the capability of TVB3166 to target HER2+ GCSCs, we examined its therapeutic effects on the ALDH + cell compartments derived from all the cell models. We observed that 48 h of treatment with a nontoxic concentration of TVB3166 (Fig. S6) led to a significant decrease in ALDH + cells in all the cell lines (P < 0.05) (Figs. 4b and S7). Notably, a significantly relevant reduction in ALDH + cells was also detected upon transient FASN silencing (siFASN) *versus* each control siRNA (siSCR) (P < 0.05) (Fig. S8a and b), even for the highly resistant GTR0455 cells that showed a decreasing trend (P = 0.138) (Figs. 4c and S9). Altogether, our results support the potential candidacy of FASN as a novel metabolic druggable target that is upregulated in the HER2+ GCSC compartment.

**Fig. 4:**
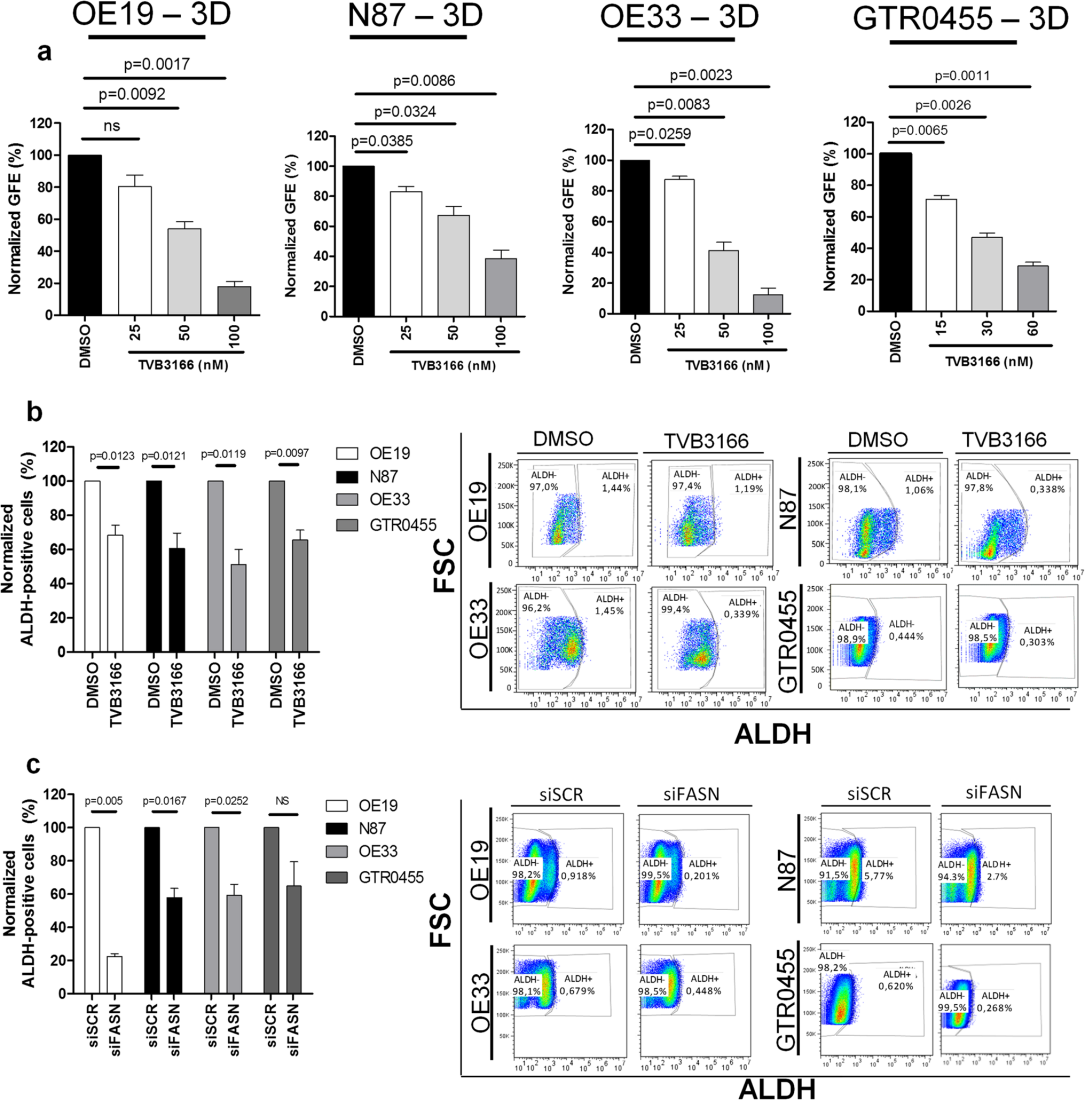
Treatment of HER2+ gastrospheres with the specific anti-FASN agent TVB3166 and targeting of ALDH + cells upon pharmacological and genetic inhibition of FASN activity. **a**, Inhibition of GFE % in OE19, N87, OE33 and GTR0455 cells treated with different concentrations of TVB3166. The number of formed gastrospheres was evaluated after 7 days of treatment. The values were normalized to the GFE (%) of cells cultured with the dilution vehicle of TVB3166 (DMSO). Column bars, means ± SEMs (n = 3). Significance was calculated by a two-tailed paired t test. **b** (left panel), % of ALDH + OE19, N87, OE33 and GTR0455 cells treated with TVB3166 (20 mM) for 48 h. The values were normalized to the percentage of ALDH + cells in DMSO-treated cells. The results are presented as the mean ± SEM (n = 3). Significance was calculated using a two-tailed paired t test; (right panel). Representative dot plots showing the % of ALDH + and ALDH- cells in OE19, N87, OE33 and GTR0455 cells treated with DMSO or TVB3166. **c** (left panel), % of ALDH + OE19, N87, OE33 and GTR0455 cells transfected with scramble control siRNA (siSCR) or specific FASN siRNA (siFASN) for 48 h. The values were normalized to the percentage of ALDH + cells in engineered siSCR cells. The results are presented as the mean ± SEM (n = 3). Significance was calculated using a two-tailed paired t test. (right panel), Representative dot plots showing the % of ALDH + and ALDH- cells in OE19, N87, OE33 and GTR0455 cells engineered with siSCR or siFASN

To investigate the link between FASN activity and HER2-driven GCSC maintenance in the HER2 + GC, we analyzed the effects of pharmacological FASN inhibition on the expression and activation status of HER2. OE19, N87, OE33, and GTR0455 cells were treated with different nontoxic concentrations of TVB3166. Western blotting analysis (Fig. 5a-d) showed that TVB3166 did not exert any evident effect on basal HER2 expression, whereas, a more or less marked reduction in pHER2 was observed in all the cell lines at every drug concentration tested. These results strongly sustain that FASN inhibition impairs, to some extent, HER2 activation and, in turn, negatively regulate HER2+ GC and GCSCs maintenance.

**Fig. 5:**
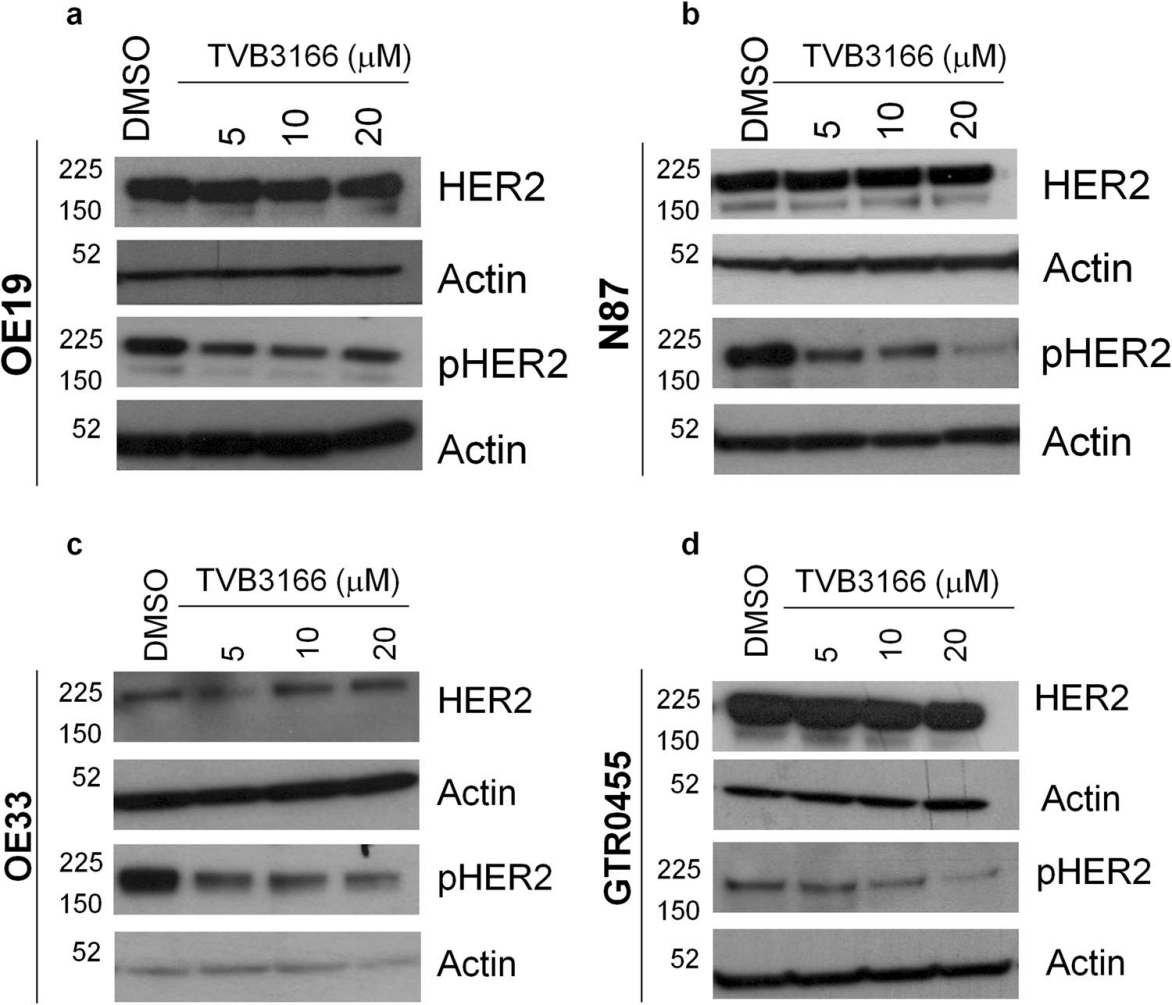
Anti-FASN treatment decreases HER2 activation in HER2+ GC cell lines. **a-d.** Western blotting analyses of OE19 (**a**), N87 (**b**), OE33 (**c**) and GTR0455 (**d**) protein extracts from cells treated with DMSO or TVB3166 at different concentrations (5 mM, 10 mM and 20 mM) for 72 h. Blots were probed with anti-HER2 and anti-pHER2 antibodies. Actin was used to normalize protein loading. Autoradiographs were acquired at different exposure times to obtain optimal image resolution

### Dual blockade of HER2 and FASN overcomes resistance to anti-HER2 agents in HER2+ GCSCs

To elucidate whether FASN inhibition is a novel anticancer strategy to overcome CSC-mediated therapeutic resistance to anti-HER2 therapies, gastrospheres derived from OE33 and GTR0455 cell lines resistant to anti-HER2 agents [35, 38] were treated with TVB3166 (OE33: 50 nM; GTR0455: 30 nM) and T (20 µg/ml) in monotherapy and in combination (Fig. 6a). We found that TVB3166 plus T mediated a significant GFE (%) impairment versus each monotherapy regimen (from P < 0.05 to P < 0.005). These data support that the simultaneous metabolic blockade of FASN and HER2 can achieve more potent anti-GCSC effects than each monotherapy alone. Further, the same HER2+ GC cell lines were treated in 2D conditions with TVB3166 and L (instead of T known to have a reduced antitumor capacity in HER2+ cells cultured in 2D conditions), both in monotherapy and in combination, to evaluate the impact of these treatments on the % of gated ALDH + cells. The combination of TVB3166 plus L exhibited a significantly higher capability to decrease the percentage of ALDH + cells than any of the monotherapy treatments (Figs. 6b and S10) (from P < 0.05 to P < 0.005), supporting the hypothesis that the inhibition of FASN could ameliorate the benefits exerted by anti-HER2 biodrugs. To reinforce our speculation and corroborate the in vitro results, GTR0455 cells were injected subcutaneously into NOD-SCID mice, which were then randomized and treated with TVB3166, T or their combination. According to in vitro data, in vivo dual blockade of HER2 and FASN also slowed tumor growth compared to the administration of T or TVB3166 as a monotherapy (Fig. 6c).

**Fig. 6:**
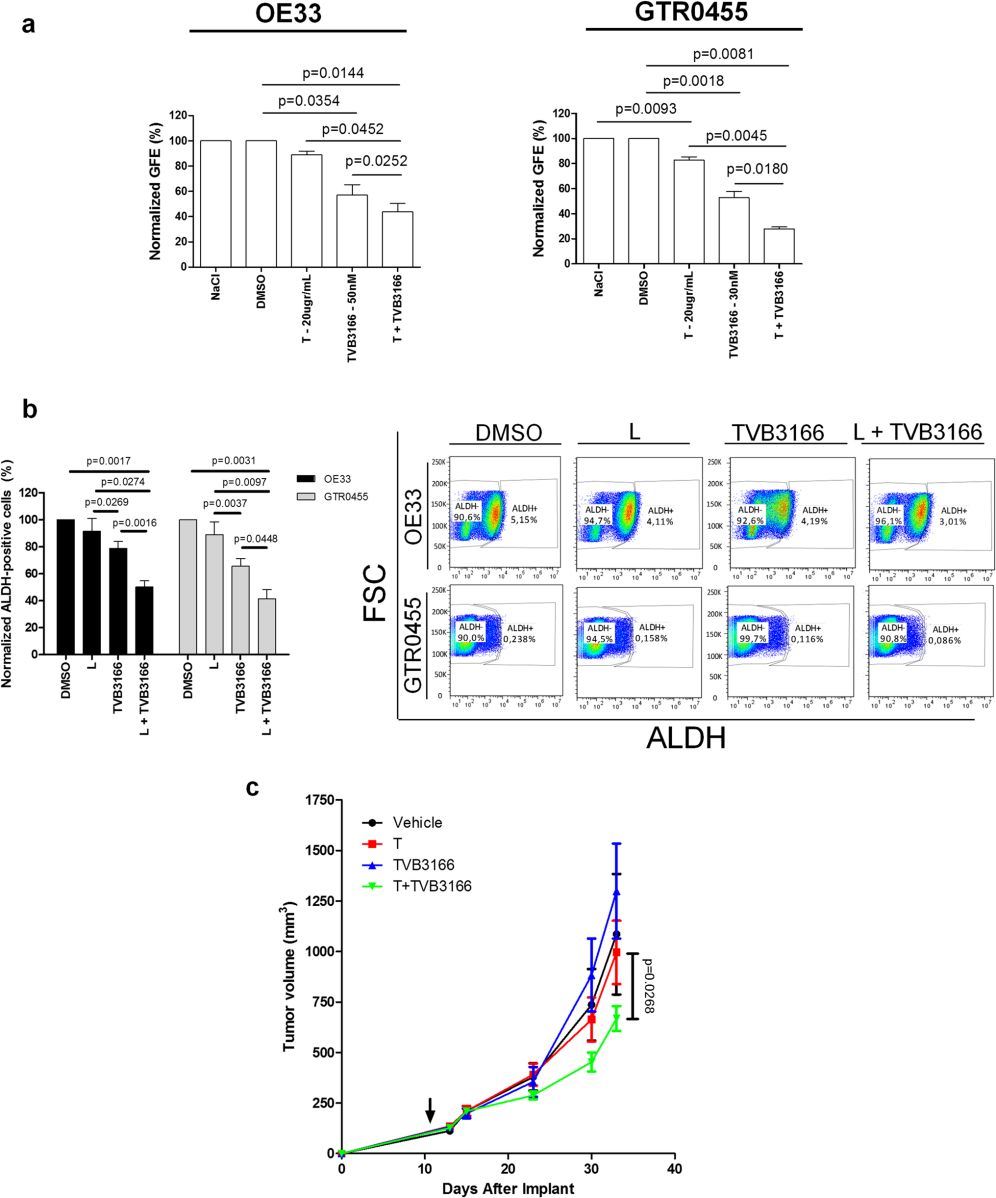
Therapeutic activity of dual HER2 and FASN blockade evaluated in T-resistant HER2+ 3D cell models and animals injected with GTR0455 cells. **a**, GFE % of T-resistant OE33 and GTR0455 cells lines treated with NaCl 0.9%, DMSO, T, TVB3166 and T + TVB3166. The number of formed gastrospheres was evaluated after 7 days of treatment. The values were normalized to the GFE (%) of cells cultured with vehicles. Column bars, means ± SEMs (n = 4). Significance was calculated by a two-tailed paired t test. **b** (left panel), % of ALDH + OE33 and GTR0455 cells treated with L (0.9 mM), TVB3166 (10 mM) and their combination (L + TVB3166) for 48 h. Values were normalized to the % of ALDH + cells in DMSO-treated samples. The results are presented as the mean ± SEM (n = 3). Column bars, mean ± SEM (n = 4). Significance was calculated by a two-tailed paired t test. **b** (right panel), representative dot plots showing the % of ALDH + and ALDH- cells in OE33 and GTR0455 cells treated with DMSO, L, TVB3166 or L + TVB3166. **c**, Tumor growth curve of GTR0455 cells subcutaneously implanted in NOD SCID mice followed by treatment with TVB3166, T, or their combination (T + TVB3166). The arrow indicates the start of treatment. Data are presented as the mean ± SEM. Significance was calculated using two-way ANOVA followed by Bonferroni multiple comparisons correction

## Discussion

Several successes achieved in patients with HER2+ BC have not been reproduced in patients with HER2+ GC, mainly owing to several biological differences, including the higher degree of heterogeneity of HER2 expression in GC and the coexistence of other genomic drivers beyond HER2 itself [41].

Since altered HER2 signaling has a central role in the maintenance/survival of breast CSCs [12] and despite the availability of limited data on HER2+ GC stemness [15], the addition of GCSC-targeted therapies to current treatment options may be a key step for improving patient outcomes [6, 42]. In this context, we found that the intrinsic sensitivity of the tested HER2+ GC cells to HER2 targeting is positively associated with the per se capability of anti-HER2 agents to impair gastrosphere formation; indeed, only low or no levels of GFE % inhibition were observed in T-resistant cell targets, confirming the existence of additional drivers supporting cancer stemness features.

Compelling evidence suggests that stem-like features can be acquired as a result of metabolic shifts, a phenomenon termed “metabostemness”, where the altered expression/activity of some key metabolic enzymes involved in glycolysis and/or lipid metabolism can act as oncogenic drivers, and their targeting may represent a successful strategy [43]. In particular, lipids execute fundamental roles in almost all cell activities, including cell‒cell recognition, signal transduction and energy supply. Accumulating data in the field of CSC metabolism provides evidence that these malignant cells rely heavily on the activity of enzymes involved in lipid metabolism to exert their peculiar tumorigenic properties [18, 44]. Accordingly, our present transcriptomic findings revealed that HER2+ GCSC cultures, compared with their matched 2D cell counterparts, exhibited a significant enrichment of genes included in lipid FA metabolism and cholesterol homeostasis pathways. Among the key five genes that mostly contributed to the enrichment of lipid metabolism gene sets in GCSCs, we focused our attention on the FASN gene. This was mainly due to the well-established bidirectional linkage occurring between FASN and HER2 in the context of BC [21] and the availability of selective inhibitors under clinical development in HER2+ BC. In addition, we considered the close involvement of FASN in antitumor therapeutic resistance, CSC maintenance/survival and cancer cell plasticity [19]. Globally, all these cell programs regulated by altered FASN expression heavily contributed to the assumption that FASN might function as a metabolic intermediate of oncogenesis linking energy, anabolism, carcinogenesis, and tumor invasiveness [20].

Notably, we found the existence of a significant positive correlation between an enrichment of GC stemness-related genes included in a stem cell-based signature [33] with FASN overexpression in HER2+ GC patients, thus suggesting that targeting FASN might be clinically relevant to arrest one key survival advantage imparted to CSCs by metabolic plasticity [18]. These findings fit well with a significant association reported between the overexpression of FASN and HER2 at the clinical level in a cohort of GC patients where those with concordant expression patterns of both proteins in GC tissues had a worse prognosis potentially due to their simultaneous and reciprocal activation [23]. Accordingly, the inhibition of FASN activity was also reported to affect CSC traits in glioma [45], pancreas [46] and breast [47] cancers. Different mechanisms have been proposed to explain the antitumor effects achieved by FASN blockade in the biological context of HER2+ BC [20, 48]. Similarly to already reported findings, we observed that the inhibition of FASN, whether via a specific agent or gene silencing/knockdown, significantly impaired GFE% of all the tested HER2+ GCSC populations, regardless of their susceptibility to anti-HER2 agents, probably via deactivation of HER2 signaling. Based on data already published in the HER2+ BC context [20], here we hypothesize that FASN inhibition in HER2+ GC cells impairs HER2 activation and, in turn, its downstream oncogenic signaling. This may happen through a potential alteration of phospholipids synthesis, strictly depending by FASN activity, with the consequent disruption of the lipid raft architecture on the plasma membrane, where the oncoprotein is mainy located, thus negatively impacting on HER2+ GCSC traits.

In addition, we observed that the pharmacological inhibition of HER2 signaling upregulated FASN expression in HER2+ GC models, leading us to speculate that the FA pathway is a key player in maintaining HER2+ GCSCs. Although these results appear counterintuitive in light of the reported existence of a positive feedback loop between HER2 and FASN activity (19), we hypothesize that HER2 inhibition could negatively impact glycolysis, a catabolic pathway directly controlled by HER2 signaling [49], thus leading to a metabolic shift to promote the use of endogenous FAs as energetic sources via FA β-oxidation (FAO). Accordingly, FASN activity has been reported to regulate FAO in colorectal cancer, promoting the oxidation of endogenous FAs to produce ATP [50].

Of note, we observed that dual FASN and HER2 blockade significantly increased in vitro and in vivo therapeutic benefits by decreasing the GFE% of T-refractory cell models and by reducing tumor growth in mice implanted with highly refractory GTR0455 GC cells *versus* T-based monotherapy. Although the specific functional mechanism(s) contributing to the increased therapeutic efficacy of dual FASN/HER2 blockade in HER2+ GC remain to be clearly elucidated, thus representing a limitation of this study, our present data demonstrated that targeting FASN in HER2+ GC may be a novel strategy to benefit patients with T resistance. The availability of a low-toxicity anti-FASN biodrug in a clinical setting makes FASN inhibition a promising therapeutic approach in combination with T to efficiently target HER2+ GCSCs and highly proliferating HER2+ GC cells. Moreover, it was previously shown that caveolin-1 depletion significantly increases the stability and availability of cell surface HER2, thus enhancing the binding of trastuzumab and improving its therapeutic efficacy [51]. We believe that a more complete understanding of the biochemical and molecular consequences of FASN and cholesterol inhibition might pave the way to future studies aimed to design a less cytotoxic dual lipid metabolic blockade via statins and TVB3166 in combination with anti-HER2 agents in HER2 + GC.

## Conclusions

Our data demonstrate that FASN upregulation represents a crucial hub in the maintenance of HER2+ GCSC population, and, accordingly, FASN inhibition determines a marked decrease of HER2 activation known to be an important regulator of HER2+ CSC maintenance. Consistently, we observed that the pharmacological dual blockade of HER2 and FASN targets CSCs more efficiently than monotherapies and reduced the in vivo growth of trastuzumab-resistant HER2+ GC cells. The overarching goal of our study is the design of a potential novel therapeutic strategy for advanced HER2+ GC, for instance, by cotargeting HER2 and FASN oncogenic/metabolic axis to eradicate both the root of cancer and the bulk of the tumor mass.

## Supplementary Information

Below is the link to the electronic supplementary material.

Fig. S1 Representative pictures of HER2+ GC cell lines OE19, N87, OE33 and GTR0455 cultured in adherent (2D – magnification 4X) or gastrosphere-promoting conditions (3D - magnification 10X). Spheres formed after 7 days of incubation. Crystal violet was used to stain cells attached to cell culture plates. (PNG 1400 kb)

Supplementary file1

Fig. S2 Densitometric analysis of basal HER1, HER2, and HER3 and their activated forms (p-HER) expression in OE19, N87, OE33 and GTR0455 cells cultured in 2D and 3D conditions evaluated by Western Blot shown in Fig. 1a. Protein extracts were separated by 4-12% gradient SDS-PAGE under reducing conditions. (PNG 160 000 kb)

Supplementary file2

Fig. S3 Distribution of ERBB2 (HER2) gene expression in GSE62254 and TCGA datasets. The dashed vertical line represents the cutoff used to stratify patients into HER2- and HER2+ groups. (PNG 231 000 kb)

Supplementary file3

Fig. S4 Antitumor growth activity of L in OE19, N87, OE33 and GTR0455 cells cultured in adherent 2D conditions and evaluated by a WST-1-cell cytotoxicity assay. Cells were grown for 24 h, 48 h and 72 h in the presence of increasing concentrations of L. The values were normalized to the growth of the cells incubated with DMSO. (PNG 108 600 kb)

Supplementary file4

Fig. S5 Densitometric analysis of FASN expression in OE19, N87, OE33 and GTR0455 cells after treatment with lapatinib (L) or DMSO evaluated by Western Blot shown in Fig. 3a-d. Protein extracts were separated by 4-12% gradient SDS-PAGE under reducing conditions. (PNG 122 000 kb)

Supplementary file5

Fig. S6 Antitumor growth activity of TVB3166 in OE19, N87, OE33 and GTR0455 cells cultured in adherent 2D conditions and evaluated by a WST-1 cytotoxicity assay. Cells were grown for 24 h, 48 h and 72 h in increasing concentrations of TVB3166. The values were normalized to the growth of the cells incubated with DMSO. (PNG 155 000 kb)

Supplementary file6

Fig. S7 Representative dot plots showing the DEAB control sample used as a background fluorescence signal for ALDEFLUOR™-stained OE19, N87, OE33 and GTR0455 cells treated with TVB3166 and DMSO. (PNG 569 000 kb)

Supplementary file7

Fig. S8 a, qRT‒PCR analyses of FASN expression evaluated in OE19, N87, OE33 and GTR0455 cell lines transiently transfected with siSCR or siFASN constructs. Columns bars, means ± SEMs (n=3). Significance was calculated by a two-tailed paired t test. b, Western blot analysis of FASN expression in OE19, N87, OE33 and GTR0455 cell lines transiently transfected with siSCR or siFASN constructs. Blots were probed with FASN antibody. Actin was used to normalize protein loading. (PNG 141 000 kb)

Supplementary file8

Fig. S9 Representative dot plots showing the DEAB control sample used as the background fluorescence signal for ALDEFLUOR™-stained OE19, N87, OE33 and GTR0455 cells transfected with siSCR or siFASN primers. (PNG 585 000 kb)

Supplementary file9

Fig. S10 Representative dot plots showing the DEAB control sample used as a background fluorescence signal for ALDEFLUOR™-stained OE33 and GTR0455 cells treated with DMSO, L, TVB3166 and L+TVB3166. (PNG 341 000 kb)

Supplementary Table 1 Results of GSEA in the comparison between 3D versus 2D cell lines

Supplementary file11

## Data Availability

All data related to this study are available within the article and its Supplementary information files. Gene expression data for this study are available from the Gene Expression Omnibus (GEO) with accession number GSE212442.

How the deposited data were processed for this re-analysis (not part of the article)

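The authors hybridized total RNA to Clariom D arrays, and the log2 values used here are the RMA values that they deposited. No further normalization was applied. The values were checked for range, for gaps and for the distribution of each array before use. Probe sets with several gene symbols (1119) or none (101450) were left out, and no array was. For the 1576 genes with more than 1 probe set, the probe set with the highest variance over the 12 arrays was kept, as the authors' methods state. The labels of the conditions were not used. This variance includes the differences between conditions and lines, so probe sets with large differences were more likely to be kept. Of 25555 probe sets with 1 symbol and an Entrez identifier, 25516 were found in the reference gene table, and 0 of their symbols differed from it.

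Differences were computed with limma 3.58.1 in R 4.3.3, with 1 mean per group for the 4 groups, a constant variance prior (8 residual and 5.52 prior degrees of freedom) and Benjamini-Hochberg adjustment over the 33616 genes. The contrasts were 3D minus 2D in each line and the difference between these, OE19 minus N87. For the genes the paper names, an exact permutation test over the 20 regroupings of 3 arrays against 3 was added, whose smallest p is 0.1. Gene lists were tested with fgsea 1.28.0 in preranked mode on the moderated t statistic, with its multilevel procedure, which estimates small p values beyond the 20000 simple permutations it starts from, a fixed seed and Benjamini-Hochberg adjustment over the 41 lists of a contrast. This test takes genes as independent, which genes of 1 pathway are not, so each list was also tested with camera (with a preset correlation of 0.01 and with a correlation estimated from the arrays). Like fgsea, camera compares a list with the other genes. Each list was also tested with fry, which compares it with no change and so answers a different question. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

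The 41 lists hold 943 genes, of which 853 were measured by a probe set of a single gene. They cover cholesterol synthesis, sterol uptake and SREBP control, fatty acid synthesis, fatty acid oxidation, triglyceride storage, phospholipid synthesis, sphingolipid metabolism, LXR targets, PPAR-alpha targets, lipid metabolism, carbohydrate metabolism, glycolysis, the TCA cycle, oxidative phosphorylation, nucleotide synthesis, amino acid synthesis and ATF4 targets, and vitamin and cofactor metabolism. Others cover targets of NRF2, AHR, hypoxia, NF-kB, SRF, YAP and TGF-beta and the glucocorticoid receptor, interferon-stimulated genes, antigen presentation, immediate early genes, the EGF receptor family, EMT, ribosome biogenesis, DNA replication, mitosis, lysosome and autophagy, ER stress, heat shock, stem cell markers, gastric and intestinal differentiation, the circadian clock, and markers of fibroblasts, leukocytes and endothelium. Some lists share genes, and lipid metabolism holds several of the others.

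Named in the text are the genes the paper names for these profiles with ERBB2, EGFR and ERBB3, and per line the 10 largest rises and the 10 largest falls among genes past the threshold whose arrays of the 2 conditions do not overlap. Also named are the 10 largest differences between the lines past the threshold and, in a list described, up to 4 members past the threshold with the largest change. Leading-edge genes of Supplementary Table 1 had been seen when this rule was written. Leading-edge members beyond these were named after their ranks were seen.

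Alternatives were the probe set with the highest mean, leaving out dim genes, median-centred arrays, quantile normalization, an intensity trend in the variance prior, each line alone, the replicate number as a block, leaving out each array in turn, array weights, ranking by log2 fold change, camera, fry and a minimum change of 2-fold. A restriction to probe sets with an Entrez identifier was chosen after seeing the data.

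The fits were tested on simulated data with independent genes and normal noise, with 1 SD per gene pooled over the 4 groups. Every simulated array was thus equally noisy. The real groups were not, with a median gene SD from 0.153 in OE19 3D to 0.281 in OE19 2D, so the shares below hold for the simulated setting. Of the genes changed 2-fold, 4-fold and 16-fold, 50.7%, 92.5% and 97.0% were recovered in N87 and 53.7%, 94.0% and 100% in OE19, with 8 and 9 unchanged genes called. A list shifted by 0.5 (log2) was recovered in each line (NES 2.59 and -2.75), and 0 of the 40 other lists were called.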

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

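The test of small RNA recovery and that of a single array were set before their results were seen, as were the counts over other splits. In 117 genes the change in 3D conditions differed between OE19 and N87 (limma, adjusted p under 0.05), 62 with a higher and 55 with a lower value in OE19. The largest differences in log2 fold change (OE19 minus N87) were those of SLITRK6 (-5.54), RANBP3L (-4.59), TTN (4.04), LINC01559 (-3.89), UCA1 (-3.66), CALB2 (-3.62), DMBT1 (-3.24), MGAM2 (3.16), CYP1A1 (3.12) and CEACAM6 (-3.02). The difference of CALB2 was lost in 7 of the 12 fits with 1 array left out (adjusted p of up to 0.0781, without N87 3D replicate 3). SLITRK6, LINC01559, UCA1, CALB2 and CEACAM6 had higher mean values in 3D than in 2D conditions in N87 and lower ones in OE19, as did DMBT1, whose log2 fold change was -0.11 in OE19. Of 100 splits, 2 gave a count as large, the real one included, but this does not test a difference between the lines. All 79 splits that mix the conditions in both lines gave 0 genes, since they leave the 3D effect of each line in the residual spread. The highest other count, 673, came from the split that exchanges the conditions in 1 line. Its contrast adds the 3D effects of the lines instead of subtracting them. The 673 are thus genes with a combined 3D effect and not a count under chance. Whether a chance arrangement of arrays gives such a count stays open.

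Gene lists also differed between the lines in fgsea. Higher in OE19 relative to N87 were interferon-stimulated genes (NES 2.84), antigen presentation (2.18), fatty acid synthesis (2.13), amino acid synthesis and ATF4 targets (2.12), cholesterol synthesis (2.09), the TCA cycle (1.95), lipid metabolism (1.86), carbohydrate metabolism (1.82), nucleotide synthesis (1.80), ribosome biogenesis (1.75) and mitosis (1.66). Lower were gastric and intestinal differentiation (-2.10), targets of NRF2 (-2.04) and heat shock (-1.71). With an estimated correlation, none of these 14 passed, the lowest being gastric and intestinal differentiation (adjusted p = 0.0789 with an estimated correlation) and interferon-stimulated genes (adjusted p = 0.215). Of 100 splits, 35 gave as many lists, the real one included, with up to 23, so chance cannot be excluded for this count. Without OE19 2D replicate 3, lipid metabolism (adjusted p = 0.0526), carbohydrate metabolism (adjusted p = 0.358) and nucleotide synthesis were lost, and without N87 2D replicate 3 amino acid synthesis was (adjusted p = 0.0914). Nucleotide synthesis (adjusted p of up to 0.377) and ribosome biogenesis (adjusted p of up to 0.472) reached their highest adjusted p without N87 2D replicate 2, mitosis (adjusted p of up to 0.871) without the same array, and heat shock (adjusted p of up to 0.323) without OE19 2D replicate 1.

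Lists not among the 14 passed under some settings (fgsea). The difference in DNA replication did without OE19 2D replicate 1 (NES 2.31, adjusted p = 1.7e-06), N87 2D replicate 3 (2.15, adjusted p = 6.6e-05) or N87 3D replicate 1 (1.74, adjusted p = 0.0144), when ranked by log2 fold change (adjusted p = 0.00320) and with a replicate block (adjusted p = 0.0446). Without OE19 2D replicate 3, oxidative phosphorylation (1.97, adjusted p = 5.4e-04) and SRF targets (-1.90, adjusted p = 0.0118) passed, and without OE19 2D replicate 1 fatty acid oxidation (1.81, adjusted p = 0.0103) and stem cell markers (1.60, adjusted p = 0.0420) did. Immediate early genes passed without N87 2D replicate 2 (1.80, adjusted p = 0.0174) or OE19 2D replicate 2 (1.77, adjusted p = 0.0182) and when ranked by log2 fold change (adjusted p = 0.0425). ER stress passed with a replicate block (adjusted p = 0.0269), with quantile normalization (adjusted p = 0.0479) and when ranked by log2 fold change (adjusted p = 0.0104).

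Probe sets of small nuclear RNA, which the paper does not discuss, were lower in N87 gastrospheres, where 34 of 1761 fell and 1 rose (limma, adjusted p under 0.05). In OE19, 10 fell and 17 rose. Many are near-identical copies of a few RNAs, so these are not 34 independent genes.
Leaving out single N87 arrays moved the median of the class, -0.07 with every array, to at most percentile 0.04 of random lists, which take genes as independent. The low median of the class thus did not hinge on 1 array. The 34 calls were not tested in this way, so a single array as their cause stays open. A poorer recovery of small RNA from N87 3D cultures stays open: the H/ACA snoRNAs, of similar length, had a median log2 fold change of -0.17, at percentile 0 of random lists matched on expression (5th to 95th percentile -0.07 to 0.04), which take genes as independent. A change in these RNAs in the cells themselves was not tested separately from it. Median log2 fold changes in N87 were -0.14 for box C/D snoRNA, -0.17 for scaRNA, -0.13 for Y RNA and -0.73 for vault RNA. Those of 7SL and microRNA were -0.003 and 0.005. In OE19 these 6 classes had -0.11, -0.13, -0.06, -0.49, -0.10 and -0.05 in that order, and the H/ACA snoRNAs -0.02. The 6 classes were not set against random lists.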

How the results depend on the processing

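Over all alternatives, 353 of 435 values of the counts, of FASN and of the main lists stayed on their side of the threshold or within 1.5 times. Fatty acid synthesis in N87, which did not pass, changed sign without N87 2D replicate 3. For named genes past the threshold, 86 of 1017 comparisons with every array lost the call, and 348 of 1404 with 1 array left out. In N87 the 143 genes higher in 3D became 232 with each line alone and 322 with array weights, and the 121 lower became 74 with dim genes left out, 187 with each line alone and 278 with array weights. In OE19 the 419 higher became 66 with each line alone and 263 with a replicate block, and the 161 lower became 100 at 2-fold or more, 21 with each line alone and 91 with a replicate block. With each line alone, N87 thus had more calls than OE19, the reverse of the joint fit. The 117 differences became 67 with a replicate block and 265 with array weights, and the 40 genes shared by the lines 12 with each line alone and 83 with array weights. With 1 array left out these counts ranged from 40 to 281, 43 to 230, 129 to 1329, 34 to 379, 30 to 365 and 14 to 86 in that order. FASN in OE19 had 1.77 with quantile normalization and 1.47 with array weights, both past the threshold, and 1.17 to 2.33 with 1 array left out, and in N87 0.14 to 0.69.
Of the lists, 9 were higher in N87 (2 with an estimated correlation, 2 with fry, which tests against no change, 5 to 11 with 1 array left out) and 6 lower (3 with an estimated correlation, 6 to 12). In OE19, 11 were higher (6 with dim genes left out, 0 with an estimated correlation, 4 with fry, 7 to 14) and 3 lower (0 with an estimated correlation, 3 to 5). Of the 14 differences, 9 were left with dim genes left out, 0 with an estimated correlation and 0 with fry, and 10 to 16 with 1 array left out. With camera at the preset correlation, 15 of the 15 calls in N87, 13 of the 14 in OE19 and 12 of the 14 differences held. The camera settings thus disagree. With an estimated correlation and with fry, cholesterol synthesis in N87 had an adjusted p of 0.569 and 0.542 and lipid metabolism 0.796 and 0.794, and in OE19 these had 0.323 and 0.0560, and 0.386 and 0.143, while fatty acid synthesis had 0.323 and 0.0476. With 1 array left out the NES ranged from 1.27 to 2.42, 1.00 to 2.29 and -0.99 to 1.47 for cholesterol synthesis, lipid metabolism and fatty acid synthesis in N87, and from 2.37 to 2.63, 2.22 to 2.59 and 2.06 to 2.34 in OE19. Reversed were oxidative phosphorylation in OE19 (NES -1.96 without OE19 2D replicate 2, up to 1.73 without replicate 3), the difference in mitosis (-1.18 without OE19 2D replicate 2, up to 2.49 without replicate 1) and that in stem cell markers (1.60 without OE19 2D replicate 1, down to -1.25 without replicate 3). In all of these the cause was not tested. Array weights were not run for the lists, and each line alone gives no difference between the lines.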

Differences from the paper's values

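The paper names lipid metabolism as the metabolic signature that both cell lines share in 3D conditions. With the lists used here, which are not the paper's, lipid metabolism passed in both lines in fgsea, and so did the TCA cycle (NES 1.77 in N87 and 2.27 in OE19). In N87 the TCA list did not pass with dim genes left out (adjusted p = 0.0560 from fgsea) or with an estimated correlation, and in OE19 not with an estimated correlation. These settings were chosen before the data were examined, and with an estimated correlation lipid metabolism did not pass either. Without N87 2D replicate 3, neither list passed in N87 (adjusted p = 0.564 for lipid metabolism and 0.389 for the TCA cycle from fgsea).

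The paper reports the 5 genes of its leading-edge intersection as part of the signature in both lines. By qRT-PCR, with a paired t test, it reports FASN as higher in 3D than in 2D cultures of both lines. It reports the same pattern in its other HER2+ lines and similar results by Western blot. Here all 5 had a positive log2 fold change in both lines and lay in the leading edge of lipid metabolism in both. In the test of single genes on the arrays (limma), p values were adjusted over all genes, unlike the paper's qRT-PCR test of FASN alone. FASN did not pass in N87 (log2 fold change 0.50, adjusted p = 0.923) or in OE19 (1.82, adjusted p = 0.0602). Each 3D array lay above each 2D array in both lines, which is the paper's direction. The tests differ, so not passing here does not contradict the qRT-PCR. IDI1 in OE19 passed, and FASN passed in OE19 with quantile normalization, with array weights, without N87 2D replicate 3 and without OE19 2D replicate 1. The IDI1 call was lost without OE19 3D replicate 1 or 3 (adjusted p = 0.0846 and 0.0936 from limma) and in OE19 arrays alone (0.0702). FASN in OE19 had an adjusted p of 0.202, 0.135 and 0.246 without OE19 3D replicates 1, 2 and 3 in turn. Without N87 2D replicate 3, ACAT2 and HSD17B7 had negative log2 fold changes in N87.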

Other observations

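Of the tests below, those of a whole-array shift, of a sterol-replete culture and of N87 material were chosen only after the result was seen. Targets of the AHR, which senses aromatic compounds, passed as a list in fgsea in both lines, with CYP1A1 and CYP1B1 (1.77, adjusted p = 0.116 in OE19 arrays alone from limma) rising in OE19. The list had an NES of 1.80 in OE19 (adjusted p = 0.0115 from fgsea, adjusted p = 0.323 with an estimated correlation) and 1.73 in N87 (adjusted p = 0.0263, adjusted p = 0.233 with an estimated correlation, and 0.147 without N87 2D replicate 1). With dim genes left out, neither passed (NES 1.34, adjusted p = 0.248 in N87 and 1.08, adjusted p = 0.530 in OE19), and in N87 not when ranked by log2 fold change (adjusted p = 0.0697).
Genes of lysosome and autophagy had 2.03 in N87 (adjusted p = 0.00107 from fgsea, adjusted p = 0.440 with an estimated correlation) and 1.96 in OE19 (adjusted p = 0.00288, adjusted p = 0.386 with an estimated correlation, and 0.105 without OE19 2D replicate 3). LXR targets had 1.69 in N87 (adjusted p = 0.0385 from fgsea, adjusted p = 0.395 with an estimated correlation, up to 0.0781, without N87 3D replicate 2, and 0.0603 with dim genes left out) and 1.54 in OE19 (adjusted p = 0.114, and 0.0204 when ranked by log2 fold change). Ribosome biogenesis had -1.92 in N87 (adjusted p = 0.00341 from fgsea, adjusted p = 0.569 with an estimated correlation, and 0.0640 without N87 2D replicate 2) and 0.67 in OE19. Glucocorticoid targets had -1.93 in OE19 (adjusted p = 0.00530 from fgsea, adjusted p = 0.146 with an estimated correlation, and 0.0592 without OE19 2D replicate 2) and -1.49 in N87, where they passed without 2D replicate 2 (adjusted p = 0.0339), 2D replicate 3 (adjusted p = 0.0124) or 3D replicate 2 (adjusted p = 0.0242).

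Stem cell markers did not pass as a list in either line (NES 0.95 in N87, adjusted p = 0.593 from fgsea, and 1.05 in OE19, adjusted p = 0.505), but did in OE19 without 2D replicate 1 (1.60, adjusted p = 0.0373). ITGA6 rose in N87 (1.45, adjusted p = 0.0819 without N87 3D replicate 3), and in OE19 CXCR4 and LRIG1 (1.87) did, the latter not with the probe set of highest mean (adjusted p = 0.992). Hypoxia targets had -1.52 in N87 and -1.62 in OE19 (adjusted p = 0.117 and 0.0646 from fgsea), with ANKRD37 falling in N87 (-1.94) and BNIP3L in OE19 (-0.91, adjusted p = 0.0538 without OE19 3D replicate 3). Hypoxia targets passed in N87 without 2D replicate 2 (adjusted p = 0.0161) or 3 (adjusted p = 0.0372). In OE19 they passed without 2D replicate 3 (NES -2.02, adjusted p = 0.00193) or N87 3D replicate 3 (adjusted p = 0.0398), with quantile normalization (adjusted p = 0.0444), a replicate block (adjusted p = 0.0433), ranking by log2 fold change (adjusted p = 0.0246) and, chosen after seeing the data, probe sets with an Entrez identifier (adjusted p = 0.0493).

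The following lists did not pass in fgsea in either line and are given as NES in N87 and OE19. They were triglyceride storage (1.09 and 1.40), phospholipid synthesis (1.05 and 1.47), sphingolipid metabolism (1.59 and 1.41), PPAR-alpha targets (1.38 and 1.35), glycolysis (-0.73 and 0.70), NF-kB targets (0.93 and 0.73), the EGF receptor family (-1.16 and -1.19), SRF targets (-1.34 and -1.38) and EMT (-1.02 and -1.27). DNA replication (-1.30 and 1.00), mitosis (-1.27 and 1.35), ER stress (-1.11 and 1.15), heat shock (1.42 and 0.65), the circadian clock (-1.02 and -1.10), and markers of fibroblasts (-0.94 and -0.75), leukocytes (1.06 and 1.36) and endothelium (-0.61 and -0.63) did not either. Single arrays decided several of these. DNA replication and mitosis passed as lower in N87 without 2D replicate 3 (NES -2.29, adjusted p = 1.5e-06, and -2.19, adjusted p = 2.1e-05 from fgsea) or 3D replicate 1 (adjusted p = 0.0124 and 0.0442), but had the opposite sign without 2D replicate 1 (0.60 and 1.00) or 2D replicate 2 (0.92 and 1.42). In OE19 they passed as higher without 2D replicate 1 (2.23, adjusted p = 3.4e-06, and 2.40, adjusted p = 2.2e-07), and had -1.36 and -1.51 without 2D replicate 2. Mitosis in OE19 also passed when ranked by log2 fold change (adjusted p = 0.00522). Sphingolipid metabolism passed in N87 in a fit of its arrays alone (NES 1.80, adjusted p = 0.0116 from fgsea) and without 5 single arrays (adjusted p from 0.00945 without OE19 2D replicate 3 to 0.0476 without N87 3D replicate 3). SRF targets passed in OE19 without 2D replicate 3 (-2.15, adjusted p = 2.97e-04), PPAR-alpha targets in N87 without 2D replicate 2 (adjusted p = 0.0377), and fibroblast markers in N87 without 3D replicate 2 (-1.77, adjusted p = 0.0160).

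ERBB2, the gene of HER2, had a log2 fold change of 0.00 in N87 and of 0.84 in OE19 (adjusted p = 0.193 from limma). The OE19 value was 0.42 without 2D replicate 3 (adjusted p = 0.417) and 1.15 without 2D replicate 1 (adjusted p = 0.0218), and another probe set of ERBB2 had 0.10 and -0.10. EGFR had 0.22 (0.04 without N87 2D replicate 3) and -0.61 (adjusted p = 0.131 from limma in OE19), and ERBB3 had 0.36 and -0.22 (adjusted p = 0.710 and 0.630), or 0.19 without N87 2D replicate 3 and -0.11 without OE19 2D replicate 2.

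The cholesterol synthesis genes were low on N87 2D replicate 3, with a median of -1.17 against the other N87 2D arrays. Percentile 0 of random gene lists matched on expression restates this pattern and takes genes as independent. The medians of those random lists lay between -0.35 and 0.04 (5th to 95th percentile), so other genes of like expression were not shifted as far, which argues against a shift of the whole array as the whole cause. Over the genes that differed between conditions without this array, its median position was 0.885 on a scale from the 3D mean (0) to the other 2D arrays (1), which argues against a 3D culture labelled 2D. Whether the culture was replete with sterol stays open, since the LXR targets lay at percentile 37.6. The effect of this array was not confined to cholesterol genes. Without it, DNA replication (NES -2.29), mitosis (-2.19), nucleotide synthesis (-2.18) and carbohydrate metabolism (-1.77) passed as lower in N87 in fgsea. With every array these lists did not pass in N87. The cause of these shifts was not tested.

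OE19 2D replicate 3 stood apart from the other OE19 arrays. Over 574 genes its median position was 0.896 on the same scale, which argues against a 3D culture labelled 2D. Over 900 genes that differ between the lines, its median position from OE19 towards N87 was 0.0595, between the bounds set for that test, so a trace of N87 material stays open. The excess of N87-specific genes was 0.272% of their N87 level, which argues against N87 RNA at 5% or more. No biological explanation was tested.

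Splits of 6 arrays into 3 and 3 number 10, too few for a share under 0.05. The other splits mix the conditions and leave any 3D effect in the residual spread, so a count of 0 genes there is no added support. In N87 the real split gave 264 genes and the highest other 0, with 1 split as large, and 15 lists against 18, with 4 as large. In OE19 it gave 580 genes and the highest other 0, with 1 as large, and 14 lists against 17, with 3 as large. Some other splits thus gave as many lists or more in both lines, so the list counts do not set the real split apart.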
